# *De novo* assembly and analysis of the transcriptome of *Ocimum americanum* var*. pilosum* under cold stress

**DOI:** 10.1186/s12864-016-2507-7

**Published:** 2016-03-09

**Authors:** Xiangqiang Zhan, Lan Yang, Dong Wang, Jian Kang Zhu, Zhaobo Lang

**Keywords:** Chilling tolerance, RNA-seq, Gene regulation, *O. americanum*

## Abstract

**Background:**

*Ocimum americanum* var*. pilosum* is a chilling-sensitive, widely distributed plant that is consumed as a vegetable in central and southern China. To increase our understanding of cold stress responses in this species, we performed *de novo* transcriptome assembly for *O. americanum* var*. pilosum* and compared the transcriptomes of plants grown under normal and low temperatures.

**Results:**

A total of 115,022,842 high quality, clean reads were obtained from four libraries (two replicates of control samples and two replicates of chilling-treated samples) and were used to perform *de novo* transcriptome assembly. After isoforms were considered, 42,816 unigenes were generated, 30,748 of which were similar to known proteins as determined by a BLASTx search (E-value < =1.0E-05) against NCBI non-redundant, Swiss-Prot, Gene Ontology, KEGG, and Cluster of COG databases. Comparative analysis of transcriptomes revealed that 5179 unigenes were differentially expressed (with at least 2-fold changes, FDR < 0.01) in chilling-treated samples, and that 2344 and 2835 unigenes were up- and down-regulated by chilling stress, respectively. Expression of the 10 most up-regulated and the five most down-regulated unigenes was validated by qRT-PCR. To increase our understanding of these differentially expressed unigenes, we performed Gene ontology and KEGG pathway enrichment analyses. The CBF-mediated transcriptional cascade, a well-known cold tolerance pathway, was reconstructed using our *de novo* assembled transcriptome.

**Conclusion:**

Our study has generated a genome-wide transcript profile of *O. americanum* var*. pilosum* and a *de novo* assembled transcriptome, which can be used to characterize genes related to diverse biological processes. This is the first study to assess the cold-responsive transcriptome in an *Ocimum* species. Our results suggest that cold temperature significantly affects genes related to protein translation and cellular metabolism in this chilling sensitive species. Although most of the CBF pathway genes have orthologs in *O. americanum* var*. pilosum,* none of the identified cold responsive (COR) gene orthologs was induced by cold, which is consistent with the lack of cold tolerance in this plant.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2507-7) contains supplementary material, which is available to authorized users.

## Background

Species in the genus *Ocimum* are native to Africa, South America, and Asia, and are valued as aromatic and medicinal plants. Essential oils extracted from *Ocimum* spp., such as *O. basilicum*, *O. sanctum*, and *O. americanum*, have anti-inflammatory, antimicrobial, antioxidant, and larvicidal activities [1–4]. Recently, the transcriptomes of *O. basilicum* and *O. sanctum* were assembled and used to identify genes involved in the biosynthesis of essential oils and medicinal metabolites [5, 6]. In addition to being used for medicinal purposes in some parts of the world [2–4], *O. americanum* var*. pilosum* of the Lamiaceae family is one of the most popular vegetables in Anhui and Henan provinces in China, where it is frequently grown. *O. americanum* var*. pilosum* is very sensitive to chilling injury, however, which limits its growing area and can also dramatically reduce its yield, leading to economic losses for farmers.

Low temperature is a major environmental factor determining the growth and productivity of plants. Temperate plants are tolerant to chilling temperatures (0-15 °C) but are usually intolerant of freezing temperatures (<0 °C) [7]. For many temperate plant species, a period of exposure to chilling temperatures increases plant tolerance to subsequent freezing conditions in a phenomenon known as “cold acclimation” [7]. In contrast, plants of tropical and subtropical origins are intolerant of chilling and freezing temperatures. In response to low temperature, many biochemical and physiological processes change in plants through regulation of cold responsive (COR) gene expression as well as through posttranslational protein modifications. The ICE1-CBF-COR transcriptional cascade (inducer of CBF expression 1 and C-repeat binding factor transcriptional cascade) is the best characterized pathway for gene regulation under cold conditions in many species [8]. In *Arabidopsis*, three transcription factors in the CBF family (*CBF1*, *CBF2*, and *CBF3*) are rapidly induced by low temperatures [9]. These CBFs can bind to and activate downstream *COR* genes, such as *COR15*, *COR47*, *COR78*, and *KIN1*, to protect plant cells from freezing damage. The pathway may also be important for chilling tolerance [10]. Under cold conditions, the expression of *CBFs* can be regulated by several upstream transcription factors such as ICE1, CAMTAs, MYB15 and EIN3 [11]. The protein kinase OST1 (open stomata 1) was recently found to phosphorylate ICE1 under cold stress and to thereby stabilize and activate ICE1 activity [12]. SIZ1 (SAP and Miz 1), a SUMO (small ubiquitin related modifier) E3 ligase, can stabilize ICE1 through sumoylation [13]. ICE1 protein stability and activity can also be regulated by E3 ligase HOS1 (high expression of osmotically responsive gene1)-mediated protein ubiquitination and proteosomal degradation under cold stress [14].

RNA-seq technology is increasingly being used to characterize transcriptomic events in plants. RNA-seq can provide transcriptomic information in the absence of a reference genome, and thus it is particularly useful in non-model species, whose genomic sequences are often unavailable. For many crops and other economically important plants, a period of unexpected low temperature may cause damage to plants and result in great losses to farmers. Recently, a number of studies have characterized cold responsive transcriptomes of these plants, including important crops such as *Prunus dulcis Mill.* (Almond) [15]*, Beta vulgaris L.* (Sugar beet) [16] and *Poncirus trifoliata* (L.) Raf. (Trifoliate orange) [17] and other plants with high economic value, such as *Eucalyptus dunnii* [18], *Chrysanthemum nankingense* [19], and *Lilium longiflorum* (Easter lily) [20, 21]. These studies suggested that the gene expression responses of plants to cold are complex and involve numerous cellular processes, such as carbohydrate metabolism, protein metabolism, calcium signaling and hormonal changes [17–20].

In this study, we performed *de novo* transcriptome assembly of *O. americanum* var*. pilosum* and compared its transcriptomes under normal and chilling conditions to investigate how *O. americanum* var*. pilosum* responds to low temperature stress. In the *de novo* assembled transcriptome of *O. americanum* var*. pilosum*, we identified 42,816 active transcribed unigenes and found that the expression of 5179 unigenes was up- or down-regulated in response to low temperature. To understand the potential involvement of the CBF pathway in the cold response of *O. americanum* var*. pilosum*, we reconstructed the CBF pathway by using our *de novo* assembled transcriptome and compared the expression of CBF pathway factors before and after chilling treatment. We found that none of the identified COR gene orthologs was induced by cold in *O. americanum* var*. pilosum*, which is consistent with the cold sensitive phenotype of this plant*.* In contrast, many of the cold regulated genes have functions related to protein translation and cellular metabolism, suggesting that cold temperature affects this chilling sensitive plant by altering protein synthesis and metabolism.

## Results and discussion

### Response of *O. americanum* var*. pilosum* to chilling stress

Seeds of *O. americanum* var*. pilosum* were collected from Funan County of Anhui Province, China. Seeds were germinated on MS agar medium. Then 5-day-old seedlings were transferred to soil and grown in a growth room with a 16 h light/8 h dark photoperiod at 22 °C. Chilling treatment was performed in a climate chamber with a 16 h light/8 h dark photoperiod at 4 °C. During chilling treatment, control plants were kept at 22 °C. Mint (*Mentha spicata*, family Lamiaceae) belonging to the same family with *O. americanum* var*. pilosum* was used as a control (a chilling-tolerant plant) in the chilling sensitivity test*.* As shown in Fig. 1a, 10-day-old *O. americanum* var*. pilosum* and control plants appeared healthy before they were subjected to chilling stress. After a chilling stress of 4 °C for 7 d, the control seedlings but not the *O. americanum* var*. pilosum* seedlings survived, indicating that *O. americanum* var*. pilosum* is highly susceptible to chilling jury. When 30-day-old plants were subjected to chilling stress, the results once again indicated that chilling sensitivity is greater for *O. americanum* var*. pilosum* than for the control (Fig. 1b).

**Fig. 1:**
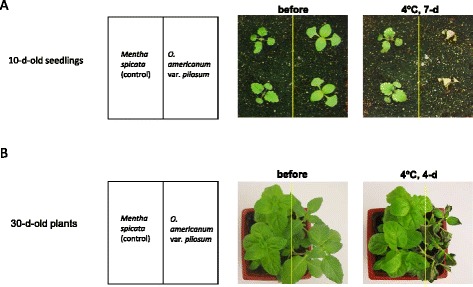
Chilling sensitivity of (**a**) 10- and (**b**) 30-day-old *O. americanum* var*. pilosum* plants. *Mentha spicata* was used as the control

### RNA sequencing and *de novo* transcriptome assembly

Total RNA was isolated from both untreated (control) and chilled (4 °C, 12 h) 30-day-old *O. americanum* var*. pilosum* leaves. 

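The leaves came from 30-day-old plants of *O. americanum* var*. pilosum*, a basil. Control plants stayed at 22 °C and chilled plants spent 12 h at 4 °C, each with 2 biological replicates, so that there are 4 libraries. The sample labels give a growth temperature of 21 °C, a shorter time on agar before transfer to soil and another RNA extraction kit than the article does, and neither source gives the hour at which leaves were collected. The authors trimmed the reads, assembled them de novo, kept the longest isoform of each gene as a unigene, and deposited FPKM per unigene and library, made with RSEM and rounded to 2 decimals. Counts of reads per unigene were not used here, so the depth behind a single value is not known. For the values below, log2(FPKM + 1) was fitted with limma for the 33036 of 42816 unigenes with a mean FPKM of at least 1. A unigene is called higher or lower when its adjusted p from limma is at most 0.01 and its mean FPKM differs at least 2-fold, which are the thresholds of the article. Log2 changes are chilling minus control on the log2(FPKM + 1) scale, and levels are given as mean FPKM ± SD of 2 libraries. Gene names are those of the best Swiss-Prot match in the authors' annotation, a match in another species. Unigenes of a multigene family may share reads, and how RSEM divided these cannot be seen in the files.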

RNA sequencing with Illumina HiSeq2500 was performed for two biological replicates of control and chilled samples, which were designated control_rep1, control_rep2, chilling_rep1, and chilling_rep2. About 40 million paired-end reads were produced for each RNA-seq sample (Table 1). Clean reads were acquired from initial paired-end reads after low quality regions (Q < 20), PCR duplicates, and adaptor sequences were trimmed. For each control sample, approximately 30 million clean reads containing a total of 3 billion nucleotides were obtained (Table 1). For each chilling-treated sample, approximately 27 million clean reads containing a total of 2.7 billion nucleotides were obtained (Table 1). Biological replicates produced comparable data (Table 1).

**Table 1:** Sequencing output statistics in four *O. americanum* var*. pilosum* leaf samples from plants that were not chilled (Control_rep1 and 2) or chilled (Chilling _rep 1 and 2)

	Sample			
Variable	Control_rep1	Control_rep2	Chilling_rep1	Chilling_rep2
Number of raw reads	40,417,224	41,271,492	39,558,950	40,285,850
Number of clean reads	30,413,692	30,946,028	26,653,114	27,010,008
Percentage of reads kept	75	75	67	67
Size of clean reads (bp)	3,071,782,892	3,125,548,828	2,691,964,514	2,728,010,808
Number of total clean reads	115,022,842			

We pooled all high quality reads (115,022,842) from the four samples to perform the *de novo* transcriptome assembly (Table 1). With the Trinity program [22], 93,850 transcripts were assembled with an N50 length of 1283 bp, an average transcript length of 958 bp, and a maximal transcript length of 9,543 bp (Table 2). We chose the longest isoform of each gene to construct the unigene set. After isoforms were considered, these assembled transcripts were predicted to be produced from a total of 42,816 unigenes (Additional file 1: Table S1). The mean size of the unigenes was approximate 947 bp, and their lengths ranged from 300 bp to 9,543 bp (Table 2). We compared transcriptome of *O. americanum* var*. pilosum* with that of another species of *Ocimum, O. sanctum*. Previous published transcriptome of *O. sanctum* was used in this analysis [5, 6]. We found that 71 % of unigenes (30577) in *O. americanum* var*. pilosum* got hits (*E-value* < =1.0E-05) in the transcriptome of *O. sanctum*, suggesting high similarity between these two species*.* The 29 % of unigenes that don’t get hits may reflect the genomic diversity between the two different species.

**Table 2:** Statistics of transcriptome assembly and predicted unigenes

Variable	Total number of assembled transcripts	Number of predicted unigenes
Number	93,850	42,816
Size of data (bp)	89,919,719	40,526,158
Minimum length (bp)	201	300
Maximum length (bp)	9543	9543
Mean length (bp)	958	947
N50 length (bp)	1283	1346

As indicated by the length distribution of *O. americanum* var*. pilosum* unigenes (Fig. 2), most unigenes (38783, 90.6 %) had < 2000 nucleotides, and the number of unigenes decreased as gene length increased. Genes with only one transcript were considered to be distinct singletons, while genes with multiple transcripts were considered to be distinct clusters. Among 42,816 unigenes, 24,196 unigenes were distinct singletons, and about 18,620 unigenes were distinct clusters.

**Fig. 2:**
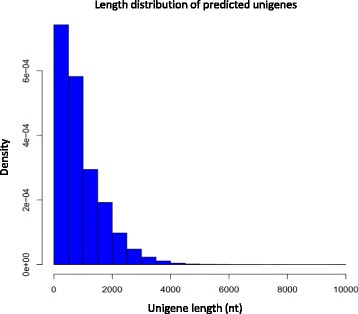
The distribution of unigene lengths for *O. americanum* var*. pilosum*

### Annotation and classification of *O. americanum* var*. pilosum* unigenes

To identify the putative functions of *O. americanum* var*. pilosum* unigenes, we carried out functional annotation by using a BLASTx search (E-value < =1.0E-05) against several protein databases: NCBI non-redundant (nr) database, Swiss-Prot database, Gene Ontology (GO), Kyoto Encyclopedia of Genes, Genomes (KEGG) database, and Cluster of Orthologous Group (COG) database. Of the 42,816 unigenes, 71.5 % (30,628 unigenes) were successfully aligned to known proteins in the nr database (Table 3). 

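Unigenes with a match in nr carry almost all of the measured expression. They hold 95.7% of the summed FPKM in the control libraries and 95.3% in the chilling libraries. Their median level was an FPKM of 6.09, against 1.13 for the unigenes without a match. Unmatched unigenes also differed between the treatments. Of the 6869 that could be tested, 952 were called higher and 1346 lower after chilling. An example is Ob_07025, which is listed at 0 in both control libraries and at 85.9 ± 0.141 (SD, n = 2) after chilling, and another is Ob_05225, which rose from 2.81 ± 0.757 to 265 ± 5.01.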

In the other four databases (SwissProt, GO, KEGG, and COG), 24,531, 10,172, 8,533, and 28,853 unigenes were successfully aligned to known proteins (Table 3), respectively. Overall, 30,748 (71.8 %) unigenes were significantly similar to known proteins in the five databases, while 12,068 (28.19 %) unigenes were not similar to any known protein in the five databases. Among the five databases, the nr database produced the largest number of annotations; of the 30,748 annotated unigenes, 30628 (99.6 %) were annotated in the nr database. In comparison with other species, *O. americanum* var*. pilosum* unigenes showed the highest similarity with sequences from *Solanum lycopersicum* (7211) and *Vitis vinifera* (4514), but also were similar to sequences from other species (Fig. 3 and Additional file 2: Table S2).

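Unigenes whose best match is in tomato or grape were spread evenly around no change. Of 6645 tested unigenes with a best match in *S. lycopersicum*, 719 were called higher and 726 lower, and of 4072 with a best match in *V. vinifera*, 487 were higher and 489 lower. The 2777 unigenes with a best match in *Genlisea aurea*, a carnivorous plant of the same order as basil, had 227 higher and 315 lower members among 2441 tested. Species of *Oryza* gave the best match of 3395 unigenes, whose median FPKM was 1.06 and which together held 0.931% of the summed FPKM of the control libraries. These fell far more often than they rose, with 288 lower and 54 higher among 1844 tested and a median log2 change of -0.50. Over all grasses, a list fixed before the data were examined, 310 of 2022 were lower and 73 higher, and adjusted over the list alone 200 were lower and 52 higher. The list was lower as a whole by camera (adjusted p = 4.8e-05, and adjusted p = 0.094 with an estimated correlation). That correlation is estimated from 2 residual degrees of freedom, so the second test has little power here and for the lists below.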

**Table 3:** Annotation statistics of *O. americanum* var. *pilosum* unigenes

Database	Unigene number	Number of DEGs
Nr	30,628	4457
Swisprot	24,531	3700
KEGG	8533	1399
Gene Ontology	10,172	1450
COG	28,853	4261
Total	30,748	4465

**Fig. 3:**
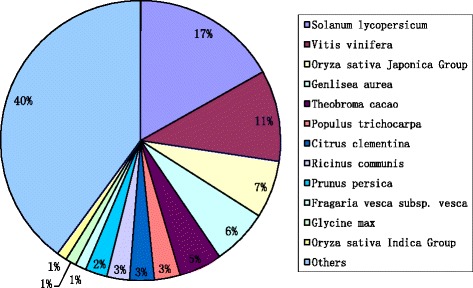
Similarity of *O. americanum* var*. pilosum* sequences with those of other species

We performed a GO analysis to classify the functions of the *O. americanum* var*. pilosum* unigenes. A total of 10172 unigenes were successfully annotated with GO terms and were classified into three major GO categories: Biological Processes (BP), Cell Component (CC), and Molecular Function (MF). They were further assigned to 51 subcategories based on GO level 2. The dominant subcategories for the classified genes were ‘cell’ (93.1 %) and ‘cell part’ (93.1 %) for the CC category; ‘cellular process’ (82.6 %), ‘metabolic process’ (78.8 %), and ‘response to stimulus’ (44.7 %) for the BP category; and ‘binding’ (60.4 %), ‘catalytic activity’ (54.9 %), and ‘transporter activity’ (9.5 %) for the MF category (Fig. 4). To identify active biochemical pathways in *O. americanum* var*. pilosum*, KEGG analysis was carried out; KEGG-annotated unigenes (8533) were classified to 273 pathways (>10 associated unigenes) (Additional file 3: Table S3). Among these pathways, the five most represented were “Carbon metabolism”, “Biosynthesis of amino acids”, “Ribosome”, “Protein processing in endoplasmic reticulum”, and “Plant-pathogen interaction” (Additional file 4: Figure S1).

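Of the 8533 unigenes with a KEGG annotation, 5635 are listed with a pathway in the deposited table and 5280 of these could be tested. Counts differ among the pathways with many members, and these differences were not tested against each other. In Ribosome (ko03010), with 285 unigenes, 119 fell and 1 rose. In Carbon metabolism (ko01200), 42 of 347 tested unigenes were lower and 22 higher, and in Biosynthesis of amino acids (ko01230) 26 of 304 were lower and 23 higher. Protein processing in endoplasmic reticulum (ko04141) had 9 higher and 10 lower members of 218. Plant-pathogen interaction (ko04626) had 49 higher and 14 lower members of 230. Its largest increases were in calcium-binding protein CML45 (Ob_13781, from 0.675 ± 0.0919 to 85.6 ± 0.877, SD, n = 2), the transcription factor MYC4 (Ob_30260, from 2.24 ± 0.509 to 104 ± 0.361), calcium-binding protein CML15 (Ob_16839, from 4.52 ± 0.368 to 86.3 ± 3.14) and the defence regulator WRKY33 (Ob_16477, from 0.64 ± 0.141 to 24.4 ± 1.04).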

**Fig. 4:**
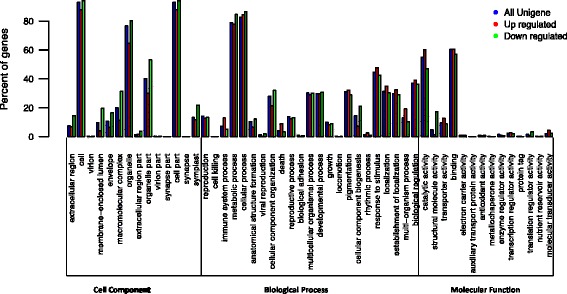
Histogram of GO (gene ontology) classifications of assembled unigenes and up- and down-regulated unigenes of *O. americanum* var*. pilosum* in response to low temperature

In summary, all these annotation and classification analyses can provide valuable information to further investigate gene functions, metabolic processes, and active pathways of *O. americanum* var*. pilosum*.

### Differentially expressed genes in chilling-treated *O. americanum* var*. pilosum* plants

Using our *de novo* assembled transcriptome as a reference, we identified putative genes expressed in control and chilling-treated plants. In control_rep1 and control_rep2 samples, 40,372 and 40,407 expressed putative genes (FPKM > =1) were detected, and 39334 were expressed in both samples. 

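At an FPKM of at least 1, 32712 unigenes were detected in control replicate 1 and 32815 in control replicate 2, and 30345 in both. At any FPKM above 0 the numbers were 40372, 40407 and 39334. The unigene for chlorophyll a-b binding protein 21 (CAB21, Ob_27974), part of the antenna that collects light for the photosystems, stood at 4225 ± 48.0 (SD, n = 2), and photosystem II polypeptide PSBR (Ob_16678) stood at 4095 ± 8.29. The unigene annotated as starch synthase 4 (SS4, Ob_29658) had the highest control level of the unigenes named here, 10382 ± 33.8. Unigenes detected at an FPKM of at least 1 in both control libraries and in neither chilling library numbered 3359, of which 1392 were called lower. Among them were the omega-hydroxypalmitate O-feruloyl transferase HHT1 (Ob_01312, 156 ± 4.95 in the control), an enzyme of suberin formation, and the clock-related factor RVE7 (Ob_33550, 103 ± 1.47).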

In chilling_rep1 and chilling_rep2 samples, 40,004 and 40,043 expressed putative genes (FPKM > =1) were detected, and 39,028 were expressed in both samples. 

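After chilling, 31423 and 31370 unigenes reached an FPKM of 1 in replicates 1 and 2, and 29430 in both. Above an FPKM of 0 there were 40004, 40043 and 39028. Unigenes at an FPKM of at least 1 in both chilling libraries and in neither control library numbered 2605, and 1178 of these were called higher. Among them the zinc finger protein ZAT10 (Ob_15603) was at 0.43 ± 0.127 (SD, n = 2) in the control and 194 ± 10.5 after chilling, and WRKY40 (Ob_20019) went from 0.725 ± 0.276 to 54.0 ± 2.46. The calcium-binding protein CML38 (Ob_23522) was listed at 0 in both control libraries and at 99.4 ± 2.54 after chilling.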

The high similarity between the two biological replicates for either control or chilling-treated samples indicated that the RNA-seq results were consistent. 

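Abundant leaf transcripts were measured almost alike in replicate libraries and differed between treatments: SS4 (Ob_29658) stood at 10406 and 10358 in the control libraries and at 1174 and 1195 in the chilling libraries. CAB36 (Ob_20246) stood at 2505 and 2519, and at 48.5 and 47.5. The sparse ZAT10 unigene Ob_13389 was less even, at 6.79 and 10.5 after chilling. Across all unigenes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.985 between the control replicates and 0.989 between the chilling replicates, and between 0.886 and 0.887 for the 4 pairs of a control with a chilling library. On FPKM without a log the replicate values were 0.99989 and 0.99983, where a few abundant unigenes such as SS4 (Ob_29658) decide the result, and Spearman's rho was 0.96159 and 0.97182. Abundant genes varied least. For unigenes with an FPKM of 500 or more, among them CAB21 (Ob_27974) of the light-harvesting antenna, the SD of the log2 ratio between replicates was 0.018 in the control and 0.015 after chilling. For unigenes with an FPKM of 1 to 2 it was 0.72 and 0.61. From an FPKM of 10 upward, this decline with level follows the form of counting noise, whose variance is in proportion to 1/FPKM. Below that level the spread was wider than this form gives. From an FPKM of 10 upward, the coefficient of variation left after that term was 0% in both pairs (95% bootstrap interval up to 0.51% in the control and 0.43% after chilling). The term was fitted to these same replicate pairs, so other variation that falls likewise with level would be counted in it.

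**Figure D1:**
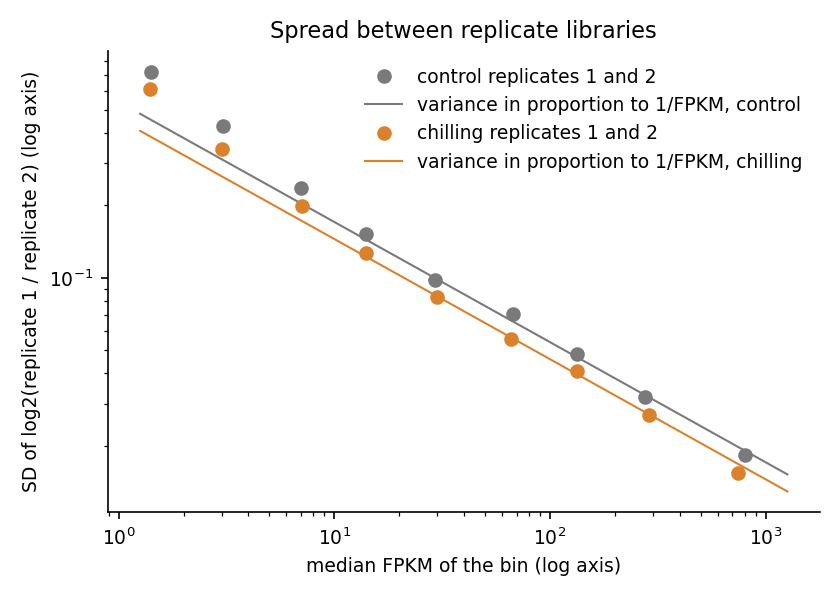
Spread between replicate libraries against level. Points are the SD of the log2 ratio of replicate 1 to replicate 2 (vertical log axis) in bins of unigenes by FPKM (horizontal log axis), grey for control and orange for chilling, and lines show a variance in proportion to 1/FPKM fitted from an FPKM of 10. From an FPKM of 10 upward the points follow the lines in both pairs, and below that level they lie above the lines.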

The consistency was also supported by FPKM (fragments per kilobase of gene per million mapped reads) correlation analysis between the two biological replicates (r > 0.99) (Additional file 5: Figure S2).

To begin to explore the molecular mechanisms of cold stress response of *O. americanum* var*. pilosum*, we identified genes that were differentially expressed in seedlings grown under normal vs. chilling temperatures. Compared with the control, 5,179 differentially expressed genes (DEGs) with at least 2-fold changes (false discovery rate [FDR] < 0.01) were identified in chilling-treated samples with the edgeR package. Of these DEGs, 2,344 were up-regulated and 2,835 were down-regulated in chilling-treated plants. 

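A large part of the leaf transcriptome differed between chilled and control leaves. The hour of collection is not given, so these libraries alone cannot tell an effect of cold from one of the time of day. Of 33036 unigenes tested, 8465 (25.6%) were called, 3917 higher and 4548 lower, by limma at an adjusted p of at most 0.01 with a change of at least 2-fold. Many of the changes were large, since 1662 of the increases and 2046 of the decreases exceeded 4-fold. Among the increases, the transcription factor NAC002 (Ob_30021) went from 10.3 ± 1.27 to 333 ± 0.0707 (SD, n = 2) and the ethylene response factor ERF2 (Ob_19222) from 25.4 ± 0.276 to 448 ± 3.3. Among the decreases, the antenna protein CAB36 (Ob_20245) went from 3666 ± 21.7 to 192 ± 2.8 and the photosystem I antenna protein LHCA4 (Ob_09321) from 969 ± 22.5 to 34.6 ± 0.502. Among the called unigenes, 3162 have an FPKM under 1 in at least 1 library. On 33036 simulated unigenes with this design, 20 of 50 with a true 2-fold change and 43 of 50 with a true 4-fold change were called. None of 32836 unchanged ones was called. Only 200 unigenes changed there, against 15825 at an adjusted p of 0.01 or less from limma in the data. The simulated noise came from the replicate pairs, so these rates do not carry over to the data. The replicates differ by little more than counting noise, and without control replicate 1 or 2 the calls number 3230 or 3250 and without chilling replicate 1 or 2 they number 2833 or 2834.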

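Of 67 tested WRKY transcription factors, a family of defence and stress regulators, 29 rose and 1 fell (29 and 2 when adjusted over the list alone). WRKY53 (Ob_26552) rose from 3.39 ± 0.141 to 69.8 ± 0.877 (SD, n = 2), WRKY40 (Ob_31163) from 6.8 ± 0.537 to 145 ± 0.686, and WRKY70 (Ob_27249), the member with the highest mean level, from 41.2 ± 0.375 to 161 ± 2.52, while WRKY19 (Ob_32590) fell from 72.7 ± 1.63 to 35.7 ± 2.07. The family was higher than other unigenes by camera (adjusted p = 1.5e-05, and adjusted p = 0.16 with an estimated correlation). With an estimated correlation none of the 75 gene lists passed an adjusted p of 0.05, and 18 had an unadjusted p under 0.05. The correlation was estimated from 2 residual degrees of freedom. That test therefore has little power and cannot tell an absent shift from an undetected one. By fry, which asks only whether members changed at all, 68 passed. Of 45 NAC transcription factors 10 rose and 4 fell, and of 104 MYB factors 21 rose and 15 fell, also when adjusted over each list alone, with an adjusted p from camera of 0.083 and 0.29. Higher unigenes made up 46.3% of the calls. After every library was rescaled to the same total (TPM), 5051 were higher and 3677 lower, or 57.9% higher.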

Functional annotation with five databases was also executed on these DEGs, and about 86 % of them (4,465 DEGs) were successfully annotated (Table 3 and Additional file 1: Table S1).

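Of the 8465 called unigenes, 6178 (73.0%) have a match in nr, Swiss-Prot, GO or KEGG, and 2287 have none. An nr match was present for 6167, a Swiss-Prot match for 4959 and a KEGG entry for 1624. The strongest change without any annotation among the increases was in Ob_07025 and among the decreases in Ob_04634, which stood at 54.2 ± 2.3 (SD, n = 2) in the control and is listed at 0 in both chilling libraries. Ob_34724, which has an nr match and no Swiss-Prot match, is listed at 0 in both control libraries and was at 159.8 ± 5.7 after chilling.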

About 608 up-regulated DEGs and 842 down-regulated DEGs were successfully annotated with GO (Table 3 and Additional file 1: Table S1). Their GO level 2 distributions are shown in Fig. 4. Up-regulated and down-regulated DEGs had a similar distribution pattern, which was also similar to that of all GO annotated unigenes (Fig. 4).

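All 15 called members among 17 chlorophyll a-b binding proteins fell, and all 6 called members among 13 zinc finger stress factors of the ZAT type rose. Of 8655 tested unigenes with a GO term, 785 (9.07%) were higher and 1055 (12.2%) lower after chilling. Over all tested unigenes the shares were 11.9% and 13.8%. The GO terms of each unigene are in the deposited table, and GO terms were not tested one by one.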

To better understand the biological function and correlation of these DEGs, we conducted an enrichment analysis with the KEGG pathway, which assigned the DEGs to 10 pathways (Fig. 5). Among these pathways, “Ribosome”, “Plant hormone signal transduction”, “Starch and sucrose metabolism”, and “Phenylpropanoid biosynthesis” were the most highly represented (Table 4). 

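All called unigenes of the light-harvesting antenna were lower after chilling. In Photosynthesis - antenna proteins (ko00196), 12 of 14 unigenes fell and none rose, and the summed FPKM of the pathway went from 25325 to 4614. CAB21 (Ob_27974), its most abundant member, was 5.32-fold lower and LHCA-P4 (Ob_22937) went from 2459.9 ± 4.79 to 397 ± 0.0212 (SD, n = 2). In Porphyrin and chlorophyll metabolism (ko00860), 15 of 45 fell and 4 rose. Among the losses, which include steps of chlorophyll synthesis, magnesium chelatase subunit CHLH (Ob_36792) went from 349 ± 0.608 to 31.0 ± 0.226, the cyclase CRD1 (Ob_25895) from 3115 ± 1.61 to 437 ± 0.651, protochlorophyllide reductase (3PCR, Ob_25290) from 1247 ± 0.87 to 94.5 ± 0.148, and chlorophyllide a oxygenase (CAO, Ob_21873), which makes chlorophyll b, from 55.9 ± 0.148 to 1.49 ± 0.219. Of the gains, chlorophyllase-2 (CLH2, Ob_29571) went from 172 ± 4.37 to 422 ± 0.622 and the chlorophyll b reductase NYC1 (Ob_27793) from 61.8 ± 0.742 to 172 ± 2.29. Both act in chlorophyll breakdown, but on a list of that process 4 of 14 rose and 5 fell, also over the list alone (adjusted p = 0.89 by camera). In Carotenoid biosynthesis (ko00906) 8 of 24 fell and 3 rose, and the cleavage dioxygenase CCD4 (Ob_34461) went from 48.4 ± 2.09 to 0.515 ± 0.00707. In DNA replication (ko03030) 16 of 53 fell and 3 rose. The increases include replication factor C subunit 3 (RFC3, Ob_11254, from 0.27 ± 0.127 to 4.6 ± 0.339), and the decreases hold the replication clamp PCNA (Ob_25291, from 119 ± 1.6 to 44.9 ± 0.184) and the helicase subunit MCM2 (Ob_26188, from 63.3 ± 1.2 to 23.1 ± 1.17). In Other glycan degradation (ko00511) 8 of 18 rose and 1, alpha-L-fucosidase 1 (FUC1, Ob_25294), fell, and the increases are led by beta-hexosaminidase 3 (HEXO3, Ob_29383, from 62.9 ± 1.78 to 194 ± 7.53). These pathways were chosen by the study on the same samples, so their counts are not independent evidence of a direction.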

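Ribosome had the most called unigenes and the lowest p of all pathways. Of 277 tested unigenes in the pathway, 120 (43.3%) were called, 2.04 times the share in the background, where 1122 of 5280 unigenes with a pathway were called. Plant hormone signal transduction had 65 of 201 called, Starch and sucrose metabolism 60 of 192 and Phenylpropanoid biosynthesis 39 of 102. One-sided hypergeometric tests over 277 pathways with at least 10 tested unigenes gave, for these in turn, adjusted p = 4.3e-15, 0.007, 0.029 and 0.004. Antenna proteins (adjusted p = 6.6e-05), Stilbenoid, diarylheptanoid and gingerol biosynthesis (adjusted p = 0.004) and Porphyrin and chlorophyll metabolism (adjusted p = 0.046) also passed 0.05, and no other pathway did. DNA replication, Carotenoid biosynthesis and Other glycan degradation had adjusted p = 0.17, 0.15 and 0.15 (unadjusted p = 0.01, 0.0061 and 0.0064). Tested by direction, 6 pathways were enriched among lower and 15 among higher unigenes, but 12 of the 15 are named after animal processes or diseases (a grouping made after the result was seen) and share unigenes, with 61 higher ones in any of the 12 and 26 of these in at least 6. Lower unigenes were enriched in Ribosome (adjusted p = 3.1e-36) and DNA replication (adjusted p = 0.027), and higher unigenes in Plant-pathogen interaction (adjusted p = 2.4e-07), Plant hormone signal transduction (adjusted p = 2.6e-04) and Other glycan degradation (adjusted p = 0.0014). Without any 1 of the 4 libraries (control replicate 1 or 2, chilling replicate 1 or 2), hormone signalling, starch and sucrose, phenylpropanoid and stilbenoid pathways no longer passed. Fewer unigenes were called there. The fold over the background stayed near the main value for starch and sucrose (1.41 to 1.47, main 1.47) and stilbenoids (1.98 to 2.31, main 2.25). It was lower for hormone signalling (1.22 to 1.43, main 1.52) and phenylpropanoids (1.33 to 1.77, main 1.80). Against a background of all tested unigenes the adjusted p of these pathways lay between 0.0886 and 0.979, and Porphyrin had adjusted p = 0.44. Hormone signalling also failed to pass with no filter, at a mean FPKM of at least 5, without the trend or at an adjusted p of 0.05 for unigenes (0.058 to 0.12), starch and sucrose with no filter, with the replicate block, at 2-fold on the log2 scale or in the authors' lists (0.0545 to 0.186), phenylpropanoids at a mean FPKM of at least 5 (0.12) and stilbenoids there and in the authors' lists (0.0508 and 0.0905). Porphyrin did not pass after rescaling to TPM, at an adjusted p of 0.05 for unigenes or with each orthology group counted once (0.0911, 0.0989 and 0.312).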

The “Ribosome” pathway (ko03010) had the largest number of DEGs, suggesting that translation in *O. americanum* var*. pilosum* is substantially influenced by low temperature. 

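All but 1 of the called unigenes in the Ribosome pathway were lower after chilling. In this pathway 119 of 277 tested unigenes fell and 1 rose, with a median log2 change of -0.89, and the pathway's share of the summed FPKM went from 8.29% to 5.09%. The largest losses were in L12 (RPL12, Ob_17452, log2 change -2.46, standard error 0.05, adjusted p = 1.8e-07 from limma), S23 (RPS23, Ob_26243, from 112 ± 4.09 to 20.5 ± 0.346, SD, n = 2), L23a (RPL23A, Ob_18821, from 158 ± 5.47 to 39.1 ± 1.38) and S21 (RPS21C, Ob_13378, from 199 ± 7.57 to 53.6 ± 0.891). The member of the pathway that rose encodes mitochondrial S3 (YRPS3, Ob_26114, from 0.605 ± 0.00707 to 3.49 ± 0.325). On a list fixed before the data were examined but after Table 4, which has Ribosome, had been seen, 148 of 299 cytosolic ribosomal proteins fell and 1, an L18a-like protein (Ob_18276), rose (153 and 1 when adjusted over the list alone). The list was lower than other unigenes by camera (adjusted p = 1.5e-30, and adjusted p = 0.12 with an estimated correlation), and the Ribosome pathway, which the study chose on these samples, likewise (adjusted p = 8.2e-29, and adjusted p = 0.094 with an estimated correlation). Neither is independent evidence. Members with a best match in a grass, 98 of the 299, had a median FPKM of 4.07 in the control and a median log2 change of -0.79, and the other 201 had 222 and -1.06. Rescaled to TPM, 77 unigenes of the pathway were called (adjusted p = 0.0468 for enrichment), and the median log2 change of cytosolic ribosomal proteins was -0.81, where the median of all tested unigenes moves from -0.004 to 0.146.

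**Figure D2:**
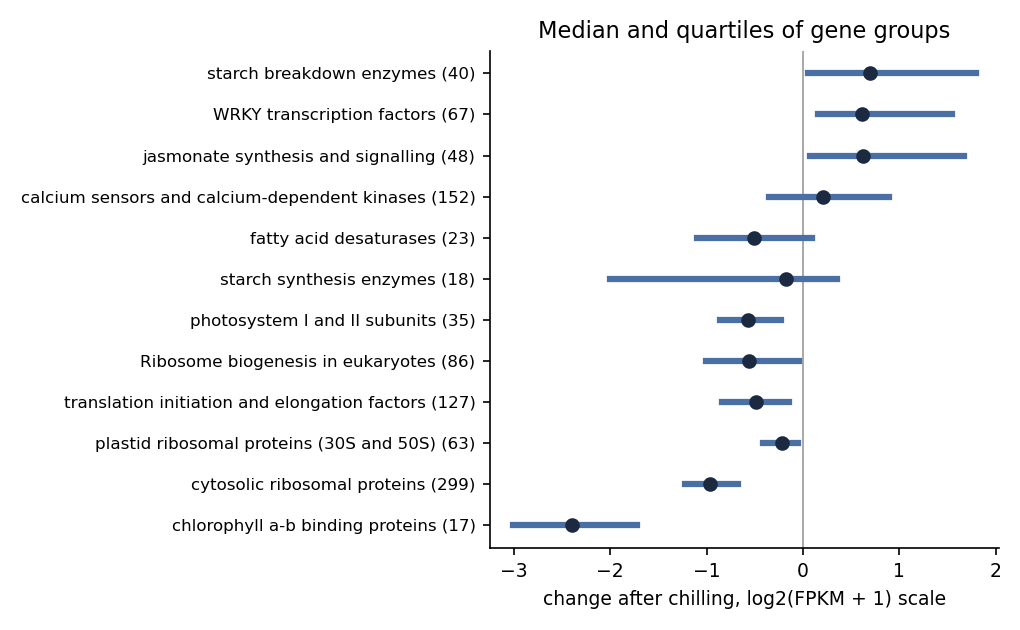
Change of gene groups after chilling. Points are the median and bars the quartiles of the log2(FPKM + 1) change over the tested unigenes of each group, whose number stands in brackets. Cytosolic ribosomal proteins lie around -0.97, chlorophyll a-b binding proteins around -2.40, and starch breakdown enzymes and WRKY factors around 0.70 and 0.62.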

The pathway with the second largest number of DEGs was “Plant hormone signal transduction” (ko04075), indicating that plant hormones in *O. americanum* var*. pilosum* play important roles in the response to chilling stress. 

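Hormone genes moved in both directions, and the called ones of jasmonate, a wound and stress hormone, mostly upward. Of 48 tested unigenes for jasmonate synthesis and signalling, 19 rose and 2 fell (19 and 2 when adjusted over the list alone), on a list part of whose members the article's tables show. Allene oxide synthase (CYP74A, Ob_28273), an early enzyme of jasmonate synthesis, went from 25.0 ± 0.311 to 149 ± 0.184 (SD, n = 2), the jasmonate-response factor MYC4 (Ob_30260) from 2.24 ± 0.509 to 104 ± 0.361, and the repressor TIFY10A (Ob_21306) from 8.81 ± 0.764 to 90.5 ± 0.707. The list was higher by camera (adjusted p = 5.9e-05, and adjusted p = 0.16 with an estimated correlation). Of 42 abscisic acid genes 8 rose and 7 fell. Xanthoxin dehydrogenase (ABA2, Ob_20248) and zeaxanthin epoxidase (Ob_19662), which act in its synthesis, fell from 73.1 ± 0.792 to 5.01 ± 0.792 and from 369 ± 14.0 to 65.1 ± 3.74, whereas the 8'-hydroxylase CYP707A3 (Ob_35678), which breaks it down, rose from 8.71 ± 0.615 to 66.7 ± 0.0919 and the receptor PYL9 (Ob_21835) from 17.3 ± 1.24 to 115 ± 1.7. Counts for the next lists are the same when adjusted over each list alone. Of 156 auxin genes 30 rose and 20 fell. The auxin-induced ARG7 (Ob_15439) fell from 61.3 ± 2.72 to 2.69 ± 0.0283 while the auxin-conjugating GH3.1 (Ob_35793) rose from 3.4 ± 0.212 to 18.2 ± 1.02. Ethylene genes had 12 higher and 3 lower members of 58, with the synthase ACS1 (Ob_34134) at 5.61 ± 0.226 and 59.1 ± 0.559, gibberellin genes 13 and 8 of 45, with the inactivating enzyme GA2OX1 (Ob_25141) at 1.85 ± 0.0212 and 25.1 ± 2.0, and cytokinin genes 2 and 8 of 34. By camera the auxin, abscisic acid, ethylene, gibberellin and cytokinin lists did not pass (adjusted p = 0.20, 0.58, 0.083, 0.71 and 0.89), nor did the pathway chosen by the study (38 higher and 27 lower of 201, adjusted p = 0.16).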

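Of 40 tested starch breakdown enzymes, a list written when part of the authors' list of higher unigenes had been seen, 17 rose and 3 fell (17 and 3 when adjusted over the list alone). Alpha-amylase 3 (AMY3, Ob_33936) went from 5.14 ± 0.0636 to 149 ± 3.21 (SD, n = 2), glucan phosphorylase (STP-1, Ob_36558) from 6.34 ± 0.29 to 209 ± 4.41, and glucan water dikinase (R1, Ob_35603), which marks starch for breakdown and is the most abundant of the list, from 74.8 ± 1.88 to 579 ± 5.36. The phosphatase LSF1 (Ob_32139) went from 4.08 ± 0.212 to 44.4 ± 0.0707, and a beta-amylase (BMY1, Ob_27473) fell from 13.6 ± 0.0141 to 1.14 ± 0.269. Of 18 starch synthesis enzymes 6 fell and 2 rose (6 and 2 when adjusted over the list alone), with a median log2 change of -0.18, or -0.03 after rescaling to TPM. The median of all tested unigenes was 0.146 after that rescaling. The unigene annotated as SS4 (Ob_29658) fell from 10382 ± 33.8 to 1184 ± 14.4, but its level is far above that of the other members and unusual for a starch synthase, so its annotation is in doubt. The granule-bound synthases SS2 (Ob_36186) and WAXY (Ob_36212) were 109.7-fold and 42.8-fold lower. Of 40 enzymes of sucrose and raffinose-family synthesis 10 rose and 7 fell (10 and 8 over the list alone), with galactinol synthase 1 (GOLS1, Ob_26902) at 503 ± 8.97 and 1025 ± 8.1, and of 28 trehalose-6-phosphate enzymes 10 fell and 2 rose, also over the list alone. By camera, breakdown was higher (adjusted p = 1.5e-05, and adjusted p = 0.16 with an estimated correlation), and starch synthesis (adjusted p = 0.11) and sucrose synthesis (adjusted p = 0.20) did not pass. Trehalose-6-phosphate enzymes were lower by camera (adjusted p = 0.045, and adjusted p = 0.32 with an estimated correlation). They did not pass at a mean FPKM of at least 5 (0.124), without the trend (0.0507), with the replicate block (0.053) or without control replicate 1 or 2. Nor did they pass at an FPKM of at least 1 in every library, a setting chosen after the data were seen (0.141).

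**Figure D3:**
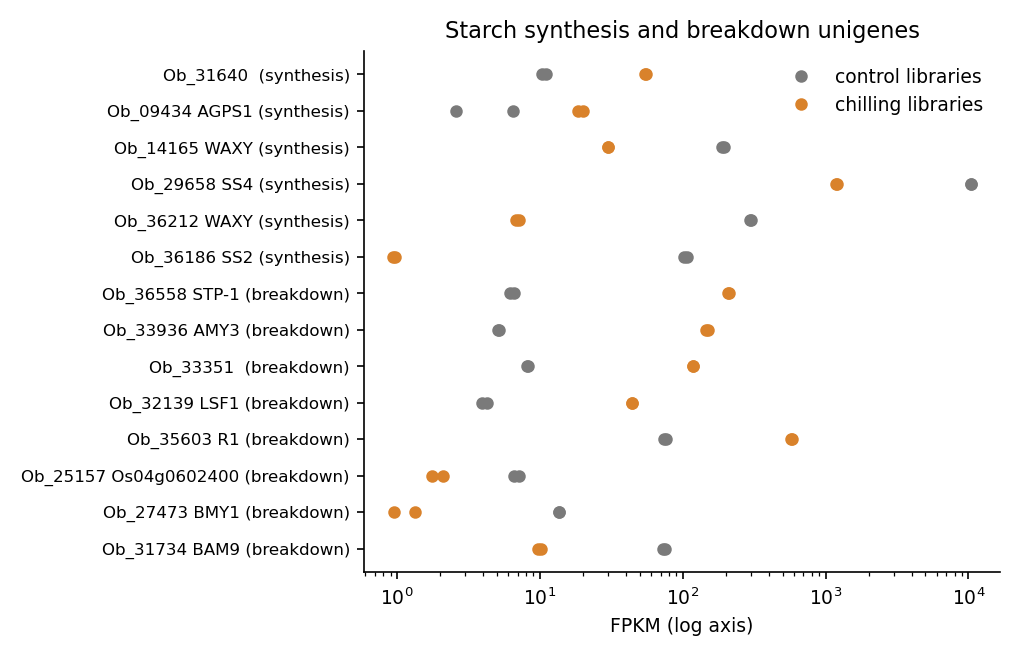
FPKM of starch unigenes in each library, on a log axis. Each point is a library, grey for control and orange for chilling, for the called members of both lists with the largest changes and the most abundant member. AMY3 and STP-1 rise above 100 after chilling while SS2 falls to 0.95.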

Sucrose and starch metabolism (ko00500) was the pathway with the third largest number of DEGs; this was not surprising because chilling affects carbon assimilation and sucrose contributes to chilling tolerance by stabilizing plasma membranes [23]. *Ocimum* spp. are commonly used as spices and as sources of essential oils because these plants synthesize large quantities of phenylpropanoid compounds [24]. 

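Enzymes of aromatic compounds changed in both directions after chilling. Of 102 tested unigenes in the phenylpropanoid pathway, 27 fell and 12 rose. Rosmarinate synthase (RAS), which makes the main caffeic acid ester of the mint family, was split: Ob_29964 fell from 44.5 ± 1.18 to 10.5 ± 0.403 (SD, n = 2) and Ob_20184 rose from 3.56 ± 0.29 to 11.8 ± 0.297. Peroxidase 42 (PER42, Ob_28202), the most abundant member, rose from 208 ± 0.573 to 818 ± 1.77, and beta-glucosidase 11 (BGLU11, Ob_10362) fell from 49.8 ± 1.4 to 11.7 ± 0.368. On a list of phenylpropanoid core and volatile phenylpropene enzymes fixed before the data were examined, 11 of 96 rose and 12 fell (12 and 12 when adjusted over the list alone). Caffeoylshikimate esterase (CSE, Ob_25724) rose from 3.52 ± 0.495 to 68.7 ± 0.601, cinnamoyl-CoA reductase 1 (CCR1, Ob_12536) fell from 7.04 ± 0.856 to 0.55 ± 0.269, and a caffeoyl-CoA O-methyltransferase (Ob_11748), the most abundant, was at 294 ± 0.247 and 284 ± 6.02. Of 23 monoterpene and sesquiterpene synthases, which make other parts of the essential oil, 3 rose and 3 fell, also over the list alone, and fenchol synthase (FES, Ob_33959) fell from 36.3 ± 0.827 to 11.6 ± 0.573. The pathway, chosen by the study on these samples and so not independent evidence, was lower by camera (adjusted p = 0.047, and adjusted p = 0.34 with an estimated correlation). It did not pass with no filter, at a mean FPKM of at least 5, after rescaling to TPM, without the trend, without grass and non-plant matches or with the replicate block (adjusted p = 0.0504, 0.0912, 0.0675, 0.0507, 0.0548 and 0.056). Nor did it pass at an FPKM of at least 1 in every library, chosen after the data were seen (adjusted p = 0.0849), or without control replicate 1 or 2 or chilling replicate 2. The list of core enzymes (adjusted p = 0.99) and that of terpene synthases (adjusted p = 0.52) were not set apart from other unigenes.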

Interestingly, the pathway with the fourth largest number of DEGs was “Phenylpropanoid biosynthesis” (ko00940), suggesting that the composition of aromatic compounds may change under cold stress.

**Fig. 5:**
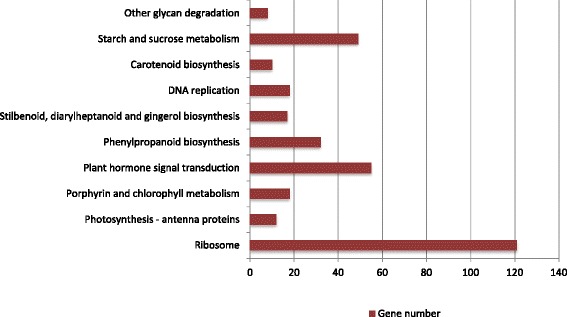
KEGG pathway classification of differentially expressed unigenes of *O. americanum* var*. pilosum*

**Table 4:** KEGG pathway enrichment of DEGs

Pathway ID	Description	*P*-value	Gene number
ko03010	Ribosome	2.30E-25	121
ko04075	Plant hormone signal transduction	6.31E-04	55
ko00500	Starch and sucrose metabolism	4.88E-03	49
ko00940	Phenylpropanoid biosynthesis	7.59E-04	32
ko00860	Porphyrin and chlorophyll metabolism	4.01E-04	18
ko03030	DNA replication	3.25E-03	18
ko00945	Stilbenoid, diarylheptanoid and gingerol biosynthesis	2.08E-03	17
ko00196	Photosynthesis - antenna proteins	3.66E-08	12
ko00906	Carotenoid biosynthesis	3.86E-03	10
ko00511	Other glycan degradation	8.91E-03	8

In general, analyses towards DEGs in response to cold will help to understand how gene expression in *O. americanum* var*. pilosum* is influenced by chilling treatment.

### Validation of DEGs in chilling-treated *O. americanum* var*. pilosum* plants

We checked the functional annotations of those DEGs that exhibited the greatest difference in expression in response to chilling treatment. The 10 most up- and down-regulated genes and their annotations are listed in Table 5. 

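By log2(FPKM + 1), the 10 largest increases among called unigenes hold calcium sensors, zinc finger proteins and unigenes without a name. Besides Ob_34724, Ob_23522 and Ob_07025, which are listed at 0 in both control libraries, and ZAT10 (Ob_15603), they are calcium-binding protein PBP1 (Ob_12222, log2 change 7.18, standard error 0.05), the CCCH zinc finger protein 29 (Ob_33171, from 6.83 ± 0.247 to 777 ± 6.13, SD, n = 2), Ob_15098 (from 0.24 ± 0 to 117 ± 1.29), the light-regulated protein LIR1 (Ob_13772, from 20.9 ± 0.75 to 1795 ± 2.92), Ob_05225 and a HARBI1-like nuclease (Ob_25133, from 0.17 ± 0 to 80.1 ± 1.5). The 10 largest decreases are Ob_13916 (from 234.4 ± 6.63, listed at 0 in both chilling libraries), a 21 kDa protein (Ob_15776, from 184 ± 4.53 to 0.21 ± 0.297), HHT1 (Ob_01312), a proline-rich protein (TPRP-F1, Ob_10588, from 186 ± 3.44 to 0.875 ± 0.148), Ob_13881 (from 252 ± 4.44 to 2.0 ± 0.488), Ob_17035 (from 144 ± 3.9 to 0.775 ± 0.0919), RVE7, Ob_04634, SS2 (Ob_36186) and CAB36 (Ob_20246, from 2512 ± 9.79 to 48.0 ± 0.707). All 10 unigenes that Table 5 gives as induced were called higher and all 10 it gives as repressed were called lower. Of the former, 4 are among the 10 largest increases on this scale, and of the latter 2 are among the 10 largest decreases. Of the 10 largest increases 6, and of the 10 largest decreases 8, have an FPKM under 1 in at least 1 library.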

Ob_12222, a putative ortholog of PID-binding protein 1 (*PBP1*) in *Arabidopsis,* was the gene that was most induced by chilling treatment. This indicates an interplay between auxin signaling and cold response in *O. americanum* var*. pilosum* because PBP1 is related to auxin signaling. 

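PBP1 (Ob_12222), a calcium-binding partner of the kinase PINOID, rose 263-fold, from 1.22 ± 0.0212 to 319 ± 3.92 (SD, n = 2; adjusted p = 2.6e-09 from limma). It is the most induced among unigenes of at least FPKM 1 in all libraries, and other calcium sensors rose with it. Of 152 tested calcium sensors and calcium-dependent kinases, 37 rose and 14 fell, also when adjusted over the list alone. A further CML38 unigene (Ob_12092) is listed at 0 in both control libraries and was at 14.9 ± 0.877 after chilling. A calmodulin (Ob_21478), the most abundant member of the list, was at 386 ± 3.16 and 358 ± 1.54, less than a 2-fold difference. Among the decreases, the kinase CIPK25 (Ob_33683) went from 13.9 ± 2.06 to 2.52 ± 0.247 and CIPK14 (Ob_13566) from 4.29 ± 0.191 to 0.35 ± 0. The list was higher by camera (adjusted p = 0.021, and adjusted p = 0.20 with an estimated correlation).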

More specifically, PBPI can stimulate the autophosphorylation activity of PID (PINOID) protein serine/threonine kinase, which is a key component in auxin signaling [25], and auxin plays an important role in cold stress inhibition of plant growth and development [26]. To validate our RNA sequencing results, we performed individual qRT-PCR to examine the expression of the 10 most up-regulated genes and the five most down-regulated genes after chilling for 0, 12, 24, 36, and 48 h. All 10 up-regulated genes were well induced by chilling, although their expression changed with the length of the chilling treatment (Fig. 6a). Consistent with the RNA-seq results, all five of the most down-regulated genes were repressed by chilling (Fig. 6b). The consistency between qRT-PCR results and RNA-seq analyses helps confirm the validity of our de novo assembled transcriptome and our analysis of cold stress regulation of the transcriptome.

**Table 5:** The 10 most up- and down-regulated *O. americanum* var. *pilosum* genes after cold treatment

Unigene ID	Type	Log2 (fold-change)	Name	Description
Ob_12222	up	8.01	PBP1	Calcium-binding protein PBP1
Ob_33171	up	6.82	At2g40140	Zinc finger CCCH domain-containing protein 29
Ob_05225	up	6.54	NA	NA
Ob_13772	up	6.41	LIR1	Light-regulated protein
Ob_31535	up	6.32	NA	Brassinosteroid-regulated protein BRU1
Ob_26551	up	6.23	WRKY53	Probable WRKY transcription factor 53
Ob_30260	up	5.53	MYC4	Transcription factor MYC4
Ob_28998	up	5.36	BBD2	Bifunctional nuclease 2
Ob_21755	up	5.36	NA	NA
Ob_32844	up	5.36	RVE1	Protein REVEILLE 1
Ob_13881	down	−6.97	NA	NA
Ob_33671	down	−6.50	CYP71A8	Cytochrome P450 71A8
Ob_20246	down	−5.72	CAB36	Chlorophyll a-b binding protein 36, chloroplastic
Ob_24578	down	−5.59	CDF3	Cyclic dof factor 3
Ob_26837	down	−5.47	COL5	Zinc finger protein CONSTANS-LIKE 5
Ob_36212	down	−5.43	WAXY	Granule-bound starch synthase 1, chloroplastic/amyloplastic
Ob_38127	down	−5.27	NA	Retrovirus-related Pol polyprotein from transposon TNT 1-94
Ob_34404	down	−5.15	DSPP	Dentin sialophosphoprotein
Ob_20836	down	−4.97	SAT1	Serine acetyltransferase 1, chloroplastic
Ob_27478	down	−4.96	UGT83A1	UDP-glycosyltransferase 83A1

**Fig. 6:**
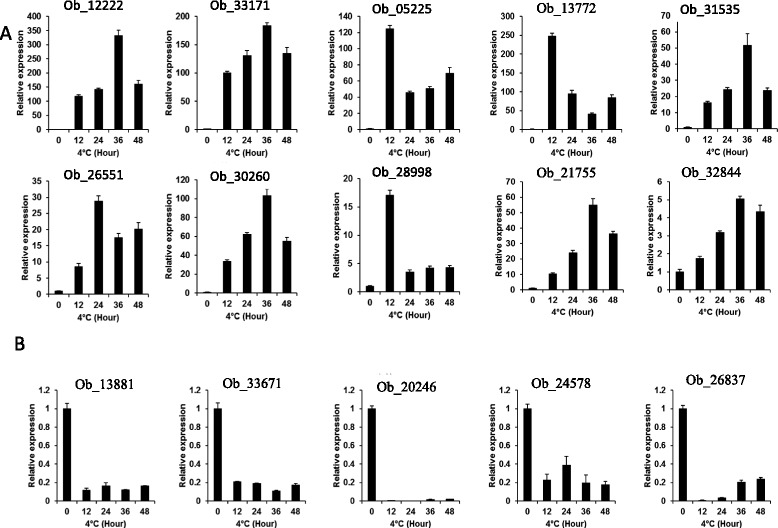
The expression of *O. americanum* var*. pilosum* genes in response to chilling at 4 °C for 0 to 48 h as determined by qRT-PCR. **a** Expression of the 10 most up-regulated genes. **b** Expression of the five most down-regulated genes

### *O. americanum* var*. pilosum* unigenes involved in the CBF cold response pathway

The CBF transcriptional cascade is an important pathway for the regulation of gene expression under low temperature in diverse plant species. Using our RNA-seq data for *O. americanum* var*. pilosum* and Blastx, we identified CBF-pathway genes with the following parameters: an expectation value of 1e-5, an identity value > 30 %, a coverage value > 80 %, and a protein length difference < 2x. A total of 39 unigenes were identified as putative orthologs of genes in the CBF pathway, and their corresponding CBF-pathway orthologs are listed in Table 6. 

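Table 6 lists 33 unigenes with an ortholog in the CBF pathway, and all of them have in the deposited file the FPKM that the table gives (to 2 decimals). They are 2 for ICE1, 4 for SIZ1, 10 for MYB15, 1 for HOS1, 6 for CBF1 to CBF3, 2 for ZAT10 and 8 for COR genes. Of the 28 with a mean FPKM of at least 1, 7 were called higher, 6 lower and the others were not called (also 7 and 6 when adjusted over the list alone). Many members were sparsely expressed, with 14 of the 33 unigenes under an FPKM of 1 in at least 1 library. By camera the list did not differ from other unigenes (adjusted p = 0.28). The list was chosen by the study with these samples at hand, so its counts are not independent evidence. Fewer members were called when control replicate 1 or 2, or chilling replicate 1 or 2, was left out, whichever it was. A treatment then has 1 library and the fit less power, so a lost call alone does not show a smaller change. The log2 changes of members that lost their call are given below.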

In *O. americanum* var*. pilosum*, Ob_28165 and Ob_11817 were found to be similar to ICE1, which can be modified by phosphorylation and sumolation when plants are exposed to low temperature. The enzyme responsible for ICE1 sumoylation, SIZ1, has four similar unigenes: Ob_17220, Ob_17219, Ob_35232, and Ob_03308. The modified ICE1 can activate *CBF* transcription and repress the *CBF* transcription inhibitor, MYB15. In our assembled transcriptome, 10 unigenes (Ob_36284, Ob_07479, Ob_16876, Ob_32681, Ob_06567, Ob_08721, Ob_09654, Ob_08732, Ob_15732, and Ob_38631) with high similarity to the MYB15 sequence were identified, and six unigenes (Ob_05376, Ob_29030, Ob_04623, Ob_07111, Ob_16900, and Ob_17034) were matched to known *CBF* gene sequences (Table 6). The degradation of ICE1 can be facilitated by ubiquitination by HOS1, and thus HOS1 negatively regulates *CBF* expression. One unigene, Ob_33354, had high similarity with HOS1. CBFs can regulate the cold induction of ZAT10, a transcription factor involved in regulating the expression of a subset of cold-responsive genes (8). Two putative *ZAT10* orthologs were found in *O. americanum* var*. pilosum*: Ob_13389 and Ob_17132. Sequences of the following eight expressed unigenes were similar to those of known COR genes, including *COR15A*, *COR47*, and *KIN1*: Ob_16474, Ob_09195, Ob_10639, Ob_11797, Ob_11798, Ob_29046, Ob_39125, and Ob_29616.

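Before chilling the COR-type unigenes spanned a wide range of levels. Ob_29046, annotated as the phosphoprotein ECPP44, a dehydrin, was by far the most abundant at 176 ± 1.47 (SD, n = 2) in the control. Ob_10639, also annotated as ECPP44, stood at 10.9 ± 1.36, Ob_09195 (ECP40) at 7.65 ± 0.976, Ob_16474 (an embryonic protein of the DC-8 type) at 7.58 ± 0.184 and Ob_39125 (COR410) at 6.87 ± 0.636. Ob_11797 (ERD14), Ob_29616 (KIN2) and Ob_11798 (ECPP44) were lower, at 1.88 ± 0.269, 2.14 ± 0.41 and 0.93 ± 0.269. Dehydrins are protective proteins that accumulate during drying and cold in many plants. Together the 8 unigenes summed to an FPKM of 214 in the control and 220.3 after chilling. The best nr matches of Ob_39125 and Ob_09195 are in grasses.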

**Table 6:** Unigenes matched to known CBF-pathway factors

Unigene	Ortholog	Identity (%)	E-value	Control_rep1	Control_rep2	Chilling_rep1	Chilling_rep2	Species
Ob_28165	ICE1	32.39	7E-23	3.99	2.77	1.69	1.5	*Camellia sinensis*
Ob_11817	ICE1	43.3	9E-42	3.44	3.82	0.47	0.23	*Ageratina adenophora*
Ob_17220	SIZ1	71.95	8E-87	3.35	3.29	4.19	5.16	*Medicago truncatula*
Ob_17219	SIZ1	69.74	6E-95	10.61	11.98	12.85	12.44	*Medicago truncatula*
Ob_35232	SIZ1	46.97	0	20.28	19.72	26.04	25.37	*Triticum urartu*
Ob_03308	SIZ1	41.07	1E-31	1.03	1.77	1.05	1.03	*Medicago truncatula*
Ob_36284	MYB15	37.16	7E-27	19.67	19.83	24.17	22.48	*Oryza sativa*
Ob_07479	MYB15	45.26	4E-23	0	0	6.01	5.56	*Oryza sativa*
Ob_16876	MYB15	83.81	5E-67	1.67	1.31	2.03	1.33	*Oryza sativa*
Ob_32681	MYB15	52.71	7E-41	14.13	14.66	19.59	19.57	*Oryza sativa*
Ob_06567	MYB15	54.26	1E-45	0.67	0.66	0.68	0.34	*Oryza sativa*
Ob_08721	MYB15	42.11	3E-32	0.26	0.26	3.97	4.7	*Oryza sativa*
Ob_09654	MYB15	51.72	1E-37	0	0	0.92	0.9	*Oryza sativa*
Ob_08732	MYB15	56.76	2E-42	2.21	1.45	3.37	3.32	*Oryza sativa*
Ob_15732	MYB15	59.43	1E-44	1.33	1.31	1.01	1	*Oryza sativa*
Ob_38631	MYB15	66.3	5E-42	1.24	0	0.42	1.65	*Oryza sativa*
Ob_33354	HOS1	58.51	4E-87	54.04	52.4	61.79	59.4	*Medicago truncatula*
Ob_05376	CBF1	33.33	5E-11	0	0	0.38	0.37	*Arabidopsis thaliana*
Ob_29030	CBF1	34.02	2E-11	42.71	39.55	211.72	218.64	*Solanum lycopersicum*
Ob_04623	CBF2	52.38	3E-29	1.12	1.84	0.38	0.75	*Solanum lycopersicum*
Ob_07111	CBF2	75	9E-54	0	0	0.72	1.42	*Solanum lycopersicum*
Ob_16900	CBF3	36.78	4E-08	1.66	2.86	0	0	*Hordeum vulgare* *subsp. vulgare*
Ob_17034	CBF3	38.85	1E-14	19.73	18.92	7.1	5.45	*Hordeum vulgare* *subsp. vulgare*
Ob_13389	ZAT10	54.24	2E-33	0	0.31	6.79	10.51	*Arabidopsis thaliana*
Ob_17132	ZAT10	35.11	3E-12	1.09	0.59	7.01	6.79	*Cicer arietinum*
Ob_16474	COR15A	39.51	5E-6	7.71	7.45	2.73	2.69	*Arabidopsis thaliana*
Ob_09195	COR47	41.67	1E-09	8.34	6.96	0.38	0.62	*Arabidopsis thaliana*
Ob_10639	COR47	40.41	5E-27	9.95	11.87	1.63	1.78	*Arabidopsis thaliana*
Ob_11797	COR47	41.27	8E-18	2.07	1.69	4.55	4.48	*Arabidopsis thaliana*
Ob_11798	COR47	46.07	3E-14	1.12	0.74	1.9	3.75	*Arabidopsis thaliana*
Ob_29046	COR47	40.09	8E-32	177.38	175.3	195.61	192.62	*Arabidopsis thaliana*
Ob_39125	COR47	42.64	3E-18	6.42	7.32	8.61	9	*Arabidopsis thaliana*
Ob_29616	KIN1	37.88	6E-11	1.85	2.43	4.39	5.87	*Arabidopsis thaliana*

For unigenes with similarity to CBF-pathway factors, normalized transcript levels in control and chilling-treated samples are shown in Fig. 7. When >2-fold change was used as a cutoff, two putative *ICE1* orthologs (Ob_28165 and Ob_11817) and one putative *CBF3* ortholog (Ob_17034) were slightly down-regulated, while one putative *CBF1* ortholog (Ob_29030) and two putative *ZAT10* orthologs (Ob_13389 and Ob_17132) were up-regulated after chilling treatment. 

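By fold of mean FPKM, both ICE1 orthologs were over 2-fold lower, Ob_28165 by 2.12-fold and Ob_11817 by 10.4-fold. The CBF3 ortholog Ob_17034 was 3.08-fold lower. The CBF1 ortholog Ob_29030 was 5.23-fold higher and the ZAT10 orthologs Ob_13389 and Ob_17132 were 55.8-fold and 8.21-fold higher. With the limma test added, Ob_28165 was not called (adjusted p = 0.017) and the other members named here were. In all these members the chilling libraries lay on the same side of both control libraries. Ob_13389 has a chilling SD of 2.63 around 8.65, the widest of these members relative to its mean after chilling apart from Ob_11817.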

Ob_29030 (similar to *CBF1*) was dramatically induced by chilling treatment (Additional file 7: Figure S3. and Fig. 7), while transcript levels of all the other putative *CBF* orthologs were very low. 

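Ob_29030 was the most abundant of the 6 unigenes that the article matches to CBF genes. Its FPKM was 41.1 ± 2.23 (SD, n = 2) in the control and 215 ± 4.89 after chilling, a log2 change of 2.36 (standard error 0.04, adjusted p = 7.7e-08 from limma). Its best Swiss-Prot match is RAV1, a factor with an AP2 and a B3 domain, and not a CBF. The article gives it 34.02% identity to CBF1. The CBF2 ortholog Ob_04623 (best match ERF034) was at 1.5 ± 0.509 and 0.565 ± 0.262, and Ob_07111 (best match DREB1F) is listed at 0 in both control libraries and was at 1.07 ± 0.495 after chilling, a mean level too low to be tested. Ob_05376 (best match ERF098) was at 0 and 0.375 ± 0.00707. Ob_16900 (best match ERF023) fell from 2.26 ± 0.849 to 0 in both chilling libraries, and was not called without chilling replicate 1 or 2 (log2 change -1.68 in both cases). A unigene outside Table 6 has DREB1C, the Swiss-Prot name for CBF2, as its best match: Ob_15399 rose from 0.115 ± 0.163 to 10.1 ± 0.106.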

CBF can activate *ZAT10* (8). 

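Ob_13389 went from 0.155 ± 0.219 to 8.65 ± 2.63 (SD, n = 2; log2 change 3.05, standard error 0.25) and Ob_17132, whose best match is ZAT5, from 0.84 ± 0.354 to 6.9 ± 0.156 (log2 change 2.12, standard error 0.19). Both encode zinc finger factors of the ZAT type, which act in stress responses. On a list of such factors, which holds both of these and was written when Table 6 had been seen, 6 of 13 tested members rose and none fell, also when adjusted over the list alone. A further ZAT10 unigene, Ob_17139, went from 0.17 ± 0.24 to 20.3 ± 0.396, and Ob_15603, with the same best match, was 452-fold higher after chilling. The list was higher by camera (adjusted p = 0.016, and adjusted p = 0.29 with an estimated correlation), but not among unigenes with an FPKM of at least 1 in every library (adjusted p = 0.46), a setting chosen after the data were seen that drops Ob_15603, Ob_13389, Ob_17132 and Ob_17139 for their low control levels and so cannot test the rise. Ob_13389 was not called without control replicate 1 or 2 or chilling replicate 2 (log2 change 2.85, 3.24 and 2.77), nor Ob_17132 without chilling replicate 1 or 2 (2.10 and 2.14).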

Consistent with the induced expression of the putative CBF ortholog (Ob_29030), the expression of two putative *ZAT10* orthologs (Ob_13389 and Ob_17132) was increased in response to chilling treatment. The transcript levels of the two putative ICE1 orthologs were reduced to different degrees after chilling treatment, although they both were expressed at low levels in control samples. 

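Ob_28165 was at 3.38 ± 0.863 (SD, n = 2) in the control and 1.59 ± 0.134 after chilling, a log2 change of -0.74 (standard error 0.20). Its best Swiss-Prot match is SCRM, the Swiss-Prot entry of ICE1. Ob_11817, whose best match is the related bHLH protein BHLH93, fell from 3.63 ± 0.269 to 0.35 ± 0.17, a log2 change of -1.78 (standard error 0.20, adjusted p = 3.4e-04 from limma). At an adjusted p of 0.05 both are called lower. Without control replicate 1 or 2, or chilling replicate 1 or 2, Ob_11817 was not called, at log2 changes of -1.84, -1.72, -1.91 and -1.65.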

Among the 10 putative *MYB15* orthologs, transcript levels for two (Ob_07479 and Ob_08721) were slightly increased by chilling treatment (Additional file 7: Figure S3), and this increase might be explained by the decreased expression of its negative regulators, putative ICE1 orthologs. 

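Ob_07479, whose best match is MYB44, is listed at 0 in both control libraries and rose to 5.79 ± 0.318 (SD, n = 2; adjusted p = 2.8e-05 from limma). Ob_08721, whose best match is MYB48, went from 0.26 ± 0 to 4.33 ± 0.516. Of the other MYB15 orthologs, 5 were tested and not called. The most abundant of these, the MYB3R-1 match Ob_36284, was at 19.8 ± 0.113 and 23.3 ± 1.2, and the MYB306 match Ob_32681 was at 14.4 ± 0.375 and 19.6 ± 0.0141. The remaining 3 (Ob_06567, Ob_09654 and Ob_38631) had a mean FPKM under 1. Ob_08721 was not called without control replicate 1 or 2 (log2 change 2.08 in both cases). Among unigenes outside Table 6, another MYB48 match (Ob_19628) rose from 8.76 ± 0.884 to 74.2 ± 0.933.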

One putative *CBF3* ortholog (Ob_17034), as a possible target of putative ICE1 and MYB15 orthologs, was slightly repressed by chilling treatment. 

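Ob_17034 fell from 19.3 ± 0.573 (SD, n = 2) to 6.28 ± 1.17, a log2 change of -1.49 (standard error 0.12, adjusted p = 7.9e-05 from limma). Its best Swiss-Prot match is ERF008. It was not called without control replicate 1 or 2 (log2 change -1.46 and -1.52). In the wider family, on a list of ERF and dehydration-responsive element-binding factors fixed before the data were examined, 4 of whose tested members are in Tables 5 and 6, 19 of 95 rose and 25 fell (20 and 25 when adjusted over the list alone). ERF109 (Ob_20034) is listed at 0 in both control libraries and was at 7.58 ± 0.191 after chilling, and DREB3 (Ob_35816) fell from 21.7 ± 0.905 to 0.635 ± 0.134. By camera the family was not set apart from other unigenes (adjusted p = 0.89).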

Transcript levels of putative SIZ1 and HOS1 orthologs did not change in response to chilling treatment (Additional file 7: Figure S3). 

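None of the SIZ1 and HOS1 orthologs differed 2-fold. The HOS1 ortholog Ob_33354, a ubiquitin ligase that marks ICE1 for degradation in *Arabidopsis*, was at 53.2 ± 1.16 (SD, n = 2) in the control and 60.6 ± 1.69 after chilling (log2 change 0.18, standard error 0.04, adjusted p = 0.0066 from limma). The most abundant ortholog of SIZ1, a SUMO ligase, was Ob_35232 at 20.0 ± 0.396 and 25.7 ± 0.474 (adjusted p = 0.0019 from limma). The differences in Ob_33354 and Ob_35232 thus exceeded the spread between replicates but were small. That spread is close to counting noise, so these p-values measure little of the variation between plants. Ob_17219 was at 11.3 ± 0.969 and 12.6 ± 0.29, Ob_17220 at 3.32 ± 0.0424 and 4.67 ± 0.686, and Ob_03308 at 1.4 ± 0.523 and 1.04 ± 0.0141.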

Interestingly, none of the identified COR orthologs in *O. americanum* var*. pilosum* was substantially induced by chilling treatment (Fig.7d).

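Ob_10639, Ob_09195 and Ob_16474 fell, to 1.71 ± 0.106, 0.50 ± 0.17 and 2.71 ± 0.0283 (SD, n = 2), which is 6.4-fold, 15.3-fold and 2.8-fold lower than in the control. Ob_11797 (ERD14) and Ob_29616 (KIN2) were called higher, at 4.51 ± 0.0495 and 5.13 ± 1.05 after chilling, which is 2.4-fold and 2.4-fold higher (adjusted p = 0.0023 and 0.0044 from limma). Ob_11798 had a ratio of 3.04 with libraries at 1.9 and 3.75 after chilling, and was not called (adjusted p = 0.023 from limma). At an adjusted p of 0.05 it is called higher as well, so that 3 COR orthologs are. The abundant Ob_29046 was at 194 ± 2.11 and Ob_39125 at 8.8 ± 0.276 after chilling, ratios of 1.1 and 1.28. The calls of Ob_11797 and Ob_29616 rest on the 2-fold limit in FPKM. On the log2(FPKM + 1) scale, where the added 1 shrinks changes at low FPKM, theirs were 0.94 and 0.96, short of 2-fold. Neither was called without control replicate 1 or 2, or without chilling replicate 1 or 2. Their log2 changes there were 0.85 to 1.04 in Ob_11797 and 0.79 to 1.14 in Ob_29616. Of the COR orthologs that fell, none was called without chilling replicate 1, and 1 without control replicate 1 or 2 or chilling replicate 2, while their log2 changes stayed near those from all libraries: from -1.19 to -1.23 in Ob_16474 (-1.21 from all), -2.41 in Ob_09195 (-2.53) and from -2.02 to -2.17 in Ob_10639 (-2.13).

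**Figure D4:**
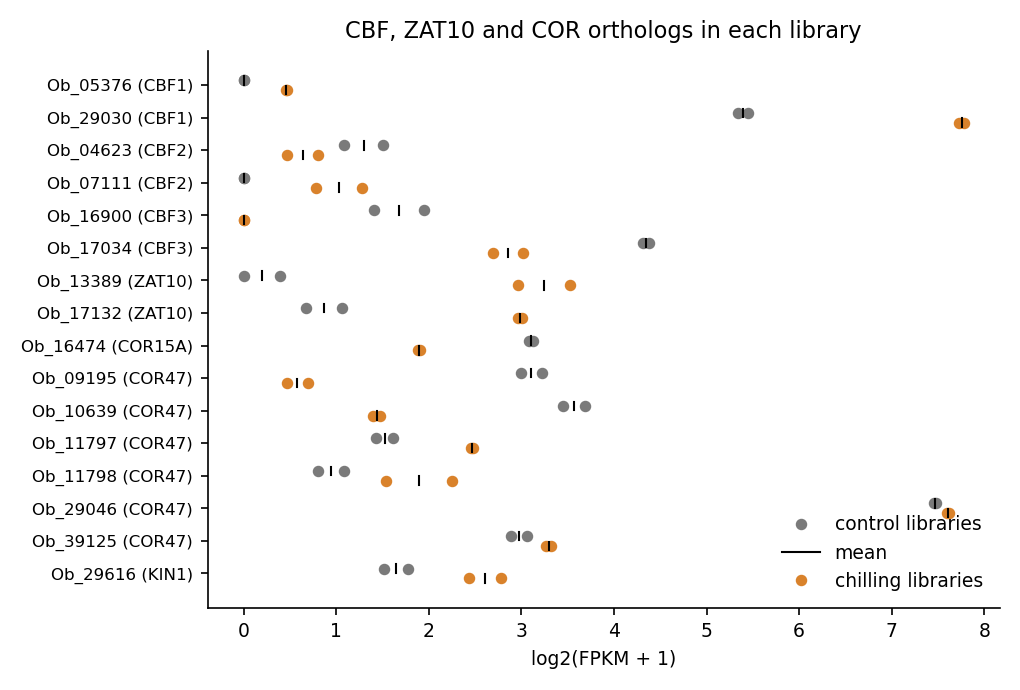
CBF, ZAT10 and COR orthologs in each library. The horizontal axis is log2(FPKM + 1), each point is a library (grey for control, orange for chilling) and the black marks are means of 2 libraries. Ob_29030 and the ZAT10 orthologs move to the right after chilling, and the abundant Ob_29046 has nearly the same level in all libraries.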

**Fig. 7:**
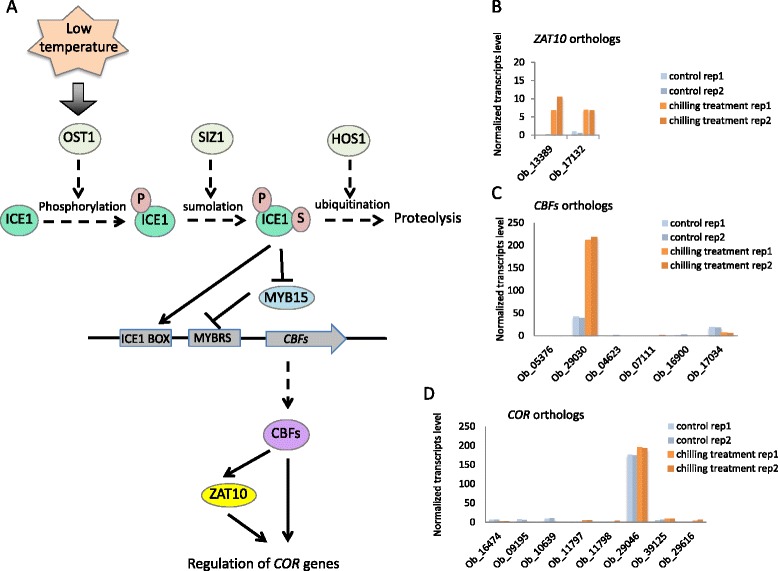
Reconstruction of the CBF pathway in *O. americanum* var*. pilosum* and the relative expression of 16 unigenes putatively involved in the CBF signaling pathway in response to control and chilling treatment. **a** Diagram showing CBF pathway. **b**–**d** Relative expression of *ZAT10*, *CBF*, and *COR* orthologues in control and chilling treatment. For **b**–**d**, the results of two biological replicates are shown

## Conclusions

*O. americanum* var*. pilosum* is an aromatic plant and a popular vegetable in central and southern parts of China. It is very sensitive to low temperatures. Here, we performed *de novo* transcriptome assembly of *O. americanum* var*. pilosum* using the Trinity program and obtained 42,816 assembled unigenes. By analyzing the genome-wide transcriptome under low temperature, we identified several thousand potential cold-responsive unigenes and 10 pathways containing DEGs under chilling treatment. 

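Of 86 unigenes for ribosome biogenesis 21 fell and none rose, also when adjusted over the list alone. The rRNA pseudouridine synthase CBF5 (Ob_33196), which shares only its name with the cold factors, went from 75.4 ± 1.02 to 24.1 ± 1.57 (SD, n = 2) and nucleolar GTP-binding protein 1 (Ob_29713) from 102 ± 1.49 to 32.1 ± 1.42. Of 127 translation initiation and elongation factors 24 fell and 6 rose. Initiation factor 5-2 (Ob_20879) fell from 133 ± 2.75 to 44.5 ± 0.926, and an SUI1 homolog (Ob_13216), also an initiation factor, rose from 121 ± 1.82 to 433 ± 1.44. By camera both lists were lower (adjusted p = 3.8e-06 and 4.4e-07, and adjusted p = 0.16 and 0.16 with an estimated correlation). Plastid ribosomal proteins had 3 lower and 1 higher members of 63 and a median log2 change of -0.21, or -0.036 after rescaling to TPM (adjusted p = 4.6e-06 by camera, and adjusted p = 0.16 with an estimated correlation). After that rescaling the median of all tested unigenes was 0.146, so the list stayed below it. Of 24 mitochondrial ribosomal proteins 1 fell and 1 rose, or 1 and 2 over the list alone (adjusted p = 0.011, adjusted p = 0.24 with an estimated correlation, and adjusted p = 0.0574 after rescaling to TPM). Of 35 photosystem subunits 7 fell and none rose, with the repair protein PSB27-1 (Ob_17073) at 315 ± 6.49 and 28.8 ± 1.28, and of 104 unigenes for carbon fixation 19 fell and 5 rose (adjusted p = 6.8e-11 and 0.0025, and adjusted p = 0.22 and 0.19 with an estimated correlation). Apart from the mitochondrial list, counts were the same over each list alone.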

Our analysis of the DEGs suggested that cold temperature significantly affects protein translation and cellular metabolism in this chilling sensitive species. Although most genes involved in the ICE1-CBF-COR pathway have orthologs in *O. americanum* var*. pilosum*, none of the identified orthologs of COR genes was induced by low temperature, which is consistent with the lack of cold tolerance in this plant. 

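On a list of dehydrins, late embryogenesis abundant and cold-regulated proteins fixed before the data were examined, 2 of whose tested members are in Tables 5 and 6, 8 of 37 rose and 7 fell, also when adjusted over the list alone. LEA5-D (Ob_14957) went from 21.7 ± 0.0849 to 421 ± 0.29 (SD, n = 2), the dehydration-response protein ERD15 (Ob_23754), the most abundant of the list, from 162 ± 2.79 to 699.8 ± 4.14, and the membrane peptide LTI6A (Ob_11584, best nr match in a grass) from 58.8 ± 5.2 to 227 ± 4.77. COR413PM1 (Ob_40073) fell from 2.88 ± 0.58 to 0.29 ± 0.141, with its best nr match also in a grass. The list was not set apart from other unigenes by camera (adjusted p = 0.89), and its median log2 change was -0.08, or 0.07 after rescaling to TPM. All tested unigenes had a median of 0.146 after that rescaling. Of the COR orthologs in Table 6, 2 were called higher and 3 lower, and both that were higher stayed under an FPKM of 6 in each library. The paper states that most genes of the pathway have orthologs, and proposes that the lack of induction among the COR orthologs goes with the plant's lack of cold tolerance.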

In summary, we have profiled the high-resolution expression pattern of *O. americanum* var*. pilosum* under normal and chilling conditions. Our results should be useful for future research concerning the molecular mechanisms of low temperature responses in *O. americanum* var*. pilosum.*

## Methods

### Plant materials

Seeds of *O. americanum var. pilosum* in this study were collected from Funan County of Anhui Province, China. Seeds germinated on MS agar medium. Then 5-day old seedlings were transferred to soil and grown in a growth room with a 16-h-light/8-h-dark photoperiod at 22 °C. Chilling treatment were performed in climate chamber with a 16-h-light/8-h-dark photoperiod at 4 °C. During chilling treatment, control plants were kept in the same conditions but at normal temperature (22 °C). RNA from 30-day-old plants was used in RNA-seq. For RT-PCR, young leaves of 6 individual one-month-old plants were collected at every indicated time points and immediately frozen in liquid nitrogen before RNA extraction. Plants used for RT-PCR and RNA-seq were harvested in two independent experiments. Biological replicates in RNA-seq were harvested at the same time.

### RNA sequencing and *de novo* transcriptome assembly

Total RNA was extracted from leaves of control and chilling (4 °C for 12 h) treated 30-day-old plants with the RNApure High-purity Total RNA Rapid Extraction Kit (Bioteke). Each treatment (± chilling) was represented by two biological replicates. Residual genomic DNA was removed from the total RNA with the Turbo DNA-Free kit (Ambion) following the manufacturer's instructions. The sequencing library construction and sequencing were performed in the Genomics Core Facilities of the Shanghai Center for Plant Stress Biology, SIBS, CAS (Shanghai, China) with Illumina HiSeq2500. Clean reads were acquired from initial paired-end reads after low quality regions (Q <20), PCR duplicates, and adaptor sequences were trimmed.

Inchworm, Chrysalis, and Butterfly modules of Trinity software [15, 20] were used for *de novo* transcriptome assembly. We first combined the sequencing reads from the four samples and applied Inchworm to assemble the RNA-seq data into contigs (unique sequences of transcripts) with the default K-mer parameter and minimum K-mers coverage of three. The resulting Inchworm contigs were bunched by Chrysalis into clusters; Chrysalis was then used to constructed complete de Bruijn graphs for each cluster. Finally, the final assembled transcripts for alternatively spliced isoforms were reconstructed by Butterfly by reconciling individual deBruijn graphs, and only transcripts ≥ 300 bp long were retained for further analysis.

### Annotation of *O. americanum* var*. pilosum* unigenes

Unigenes were first annotated by using BLASTX with an expectation value of 10^−5^ to search the following protein databases: NCBI nr protein database (NCBI non-redundant sequence database), SwissProt, and KEGG. Next, protein information and their functional annotations were retrieved for genes with the highest sequence similarity with *O. americanum* var*. pilosum* unigenes.

### Identification and annotation of DEGs

DEGs were identified based on the negative binomial distribution with the edgeR package [27]. We calculated the false discovery rate (FDR) values of genes firstly through edgeR, and mapped reads numbers of genes were used in this analysis. Genes with FDR ≤0.01 were considered as candidates. In addition, fragments per kilobase of gene per million mapped reads (FPKM) of these candidates was generated by using RSEM [28]. Finally, the fold change of FPKM was computed, and genes with the over or equal to 2-fold change were characterized as DEGs. Functional enrichment analyses were then performed on identified DEGs by using GOstats [29]. For Gene Ontology and KEGG pathway analysis, we used Hypergeometric test function (p value < 0.001) [30].

### qRT-PCR analysis of gene expression

With the RNApure High-purity Total RNA Rapid Extraction Kit (Bioteke), total RNA was extracted from leaves of 1-month-old plants treated at 4 °C for 0, 12, 24, 36, and 48 h. Residual genomic DNA was removed from the total RNA with the Turbo DNA-Free kit (Ambion) following the manufacturer's instructions. The first-strand cDNAs were synthesized from total RNA with the SupermoIII M-MuLV RT Kit (Bioteke) and were used as templates. A CFX96 Real-Time PCR Detection System (Bio-Rad) was used for real-time quantitative RT-PCR (qRT-PCR) with TransStart Tip Green qPCR SuperMix (TransGen Biotech) to confirm the identity of up- or down-regulated genes. Each experiment had three biological replicates, and the PCR conditions were as follows: 40 cycle of 95 °C for 3 min, 95 °C for 10 s, and 58 °C for 30 s. The DNA primers for probe amplification are listed in Additional file 6: Table S4. The comparative cycle threshold (ct) method was used to calculate gene expression levels, and the *TUBULIN* ortholog Ob_23367 was used as reference.

### Availability of supporting data

The data sets supporting the results of this article are available in the NCBI’s Gene Expression Omnibus (GSE68980).

## Additional files

Additional file 1: Table S1. List of annotated unigenes and lists of up-regulated genes and down-regulated genes in chilling-treated samples. (XLS 14564 kb). Additional file 2: Table S2. Similarities between *O. americanum *var*. pilosum *and other species. (XLS 70 kb). Additional file 3: Table S3. Pathways annotated by KEGG analysis. (XLS 221 kb). Additional file 4: Figure S1. The assignment of *O. americanum* var*. pilosum* unigenes to KEGG biochemical pathways. (PDF 114 kb) Additional file 5: Figure S2. Similarity analysis between two biological replicates of control and chilling-treated samples. (A) Correlation of the RNA-sequencing data between two biological replicates of control samples, between two biological replicates of chilling-treated samples, and between control samples and chilling-treated samples of *O. americanum* var*. pilosum*. (B) PCA analysis was performed to show similarity among different RNA-sequencing data. (PDF 104 kb) Additional file 6: Table S4. Primer information. (XLSX 38 kb). Additional file 7: Figure S3. The relative expression of 17 *O. americanum* var*. pilosum* unigenes involved in the CBF pathway in untreated plants (grey bars) and in chilling-treated plants (orange bars). Values for two biological replicates are shown.

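The deposited lists of up- and down-regulated genes hold 2344 and 2835 unigenes with the authors' log2 fold change, p-value and FDR. Their largest FDR is 0.00997 and their smallest absolute log2 fold change is 1.00. Of the unigenes listed by the authors as up-regulated, 2299 were called higher by limma, among them PBP1, LIR1 and WRKY53, and of those listed as down-regulated 2717 were called lower, among them CAB36 and WAXY. None was called in the opposite direction. No listed unigene has an FPKM under 1 in any of the 4 libraries. Unigenes at or near 0 in a treatment, such as ZAT10 (Ob_15603), CML38 (Ob_23522) and HHT1 (Ob_01312), are therefore not on the lists.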

How the deposited data were processed for this re-analysis (not part of the article)

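The data are 4 RNA-seq libraries of leaves from 30-day-old *O. americanum* var*. pilosum*, 2 from control plants and 2 from plants kept at 4 °C for 12 h. The authors trimmed the reads, assembled them de novo and computed FPKM for each unigene with RSEM, and the deposited table gives these FPKM values, rounded to 2 decimals, for 42816 unigenes. Its values sum to 875599 and 874864 in the control libraries and to 773457 and 772255 in the chilling libraries, so the libraries were not scaled to a common total. A deposited annotation table gives the best match of each unigene in nr, Swiss-Prot and KEGG, found by the authors with BLASTX at an expectation value of 1e-05. The deposited lists of up- and down-regulated genes hold the log2 fold change that the authors computed, and do not state how. It is not the plain ratio of the deposited mean FPKM. For LIR1 (Ob_13772) it is 6.415 against 6.423 from mean FPKM, and for WAXY (Ob_36212) -5.425 against -5.420. The lists also hold the p-value and FDR that the authors obtained with edgeR, only for genes past the authors' thresholds. Of the columns with values per sample, 8 were not used: these lists repeat, for their genes, the FPKM of the 4 libraries.

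Differences between treatments were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the prior variance, for the 33036 unigenes with a mean FPKM of at least 1 over the 4 libraries. The fit has 2 residual degrees of freedom and a prior with 4.41. P-values were adjusted by the Benjamini-Hochberg method. A unigene was called at an adjusted p of at most 0.01 and a ratio of mean FPKM of at least 2. KEGG pathways with at least 10 tested unigenes were tested with a one-sided hypergeometric test against the tested unigenes with a pathway, and 75 gene lists with camera at a preset correlation of 0.01, both at an adjusted p of 0.05. The lists are word patterns on the authors' annotation and were written before the data were examined, when part of the list of up-regulated genes and Tables 4 to 6 of the article had been seen. Tables 5 and 6 hold 5 tested members of the MYB list, 4 of the ERF list, 2 each of the ZAT, dehydrin and CONSTANS-like lists, and 1 each of the WRKY, calcium, jasmonate, morning clock, starch synthesis and chlorophyll a-b binding lists. Unigenes are named by rule: the 10 largest log2 changes per direction among those called, every unigene that the article names in its text or in Tables 5 and 6, and in each described list up to 4 called members per direction with the largest change and the member with the highest mean FPKM. Values in the tables of the article had been seen when the rule was written. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1.

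The depth behind single values is not known from FPKM. Between libraries of the same treatment, the FPKM worth of a single read, read from the smallest values, had a ratio of 1.02 in the control and 1.01 after chilling. The ratio of clean reads between the control libraries in Table 1 of the article is 1.02. The procedure was tested on simulated data for the comparison of chilling with control over 33036 unigenes. None of 32836 unchanged unigenes was called, and of 50 unigenes each with a true change of 1.5, 2, 3 and 4 times, 0, 20, 35 and 43 were called. Only 200 unigenes changed there, against 15825 at an adjusted p of 0.01 or less from limma in the data, so these rates do not carry over. Variation between plants beyond that of the replicate pairs was not simulated. None of 50 random lists passed camera at an unadjusted p of 0.05. Simulated unigenes varied independently, so this does not test lists with correlated members. A pathway with 60 planted calls ranked 1 of 277, which shows only that a strong enrichment is found.

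Alternatives set before the data were examined were a pseudocount of 0.1, no filter or a mean FPKM of at least 5, rescaling to TPM or by a median ratio, replicate number as a block, no trend, a 2-fold change on the log2(FPKM + 1) scale, an adjusted p of 0.05, leaving out unigenes with a best match in grasses or outside plants, and leaving out each library in turn. For pathways they also include the authors' lists, another background and counting each KEGG orthology group once, and for gene lists an estimated correlation and fry. Camera with an estimated correlation rests on 2 residual degrees of freedom and has little power, so a list that fails there is left undecided. Fry asks whether members changed at all, and camera whether they changed more than other unigenes. Requiring an FPKM of at least 1 in every library, and a 2-fold change without a test, were added after the data had been seen. The former drops unigenes that rose from, or fell to, a low level, so a call lost there does not count against them. Count models such as edgeR were not run because FPKM are not counts. The quantitative RT-PCR of the article was not analysed here.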

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

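The test against other unigenes of the same FPKM was chosen after the result was seen, and the other tests in this part were set before. The article has Ribosome and antenna proteins as KEGG pathways and does not analyse the other gene groups below. Each group was set apart from other unigenes by camera, but none with an estimated correlation (adjusted p of 0.12 to 0.22). That estimate rests on 2 residual degrees of freedom, so the test has little power. The median log2 changes of the groups follow. Cytosolic ribosomal proteins were at -0.97, ribosome biogenesis at -0.559, translation factors at -0.486 and plastid ribosomal proteins at -0.215 (-0.036 after rescaling to TPM). As TPM, the median of all tested unigenes was 0.146. Chlorophyll a-b binding proteins were at -2.4, photosystem I and II subunits at -0.565 and the KEGG pathway Photosynthesis at -0.423 (-0.244 as TPM). WRKY transcription factors were at 0.617. Of 51 core histones 12 fell and 3 rose, with a median of -0.465 (-0.288 as TPM), and histone H3.2 (Ob_21552) went from 309 ± 4.65 to 99.5 ± 0.438 (SD, n = 2). Of 58 genes on a list of common references (actin, tubulin, GAPDH, ubiquitin and EF1A) 13 fell and none rose, with a median of -0.493. For histones and references, counts were the same when adjusted over each list alone. The reference list does not hold every such gene: UBQ11, on the autophagy and ubiquitin list, was more than 2-fold higher after chilling. Tubulin beta-1 (TUBB1, Ob_19792) went from 93.2 ± 2.54 to 34.1 ± 3.34, and TUBB2 (Ob_23367), the reference of the article, was at 242 and 240.2. By camera, histones had adjusted p = 4.1e-05 and reference genes adjusted p = 4.9e-05 (adjusted p = 0.16 and 0.16 with an estimated correlation). Of the called unigenes, 3162 are under an FPKM of 1 in at least 1 library, a range that the authors' lists do not hold.

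Unigenes with a best nr match in a grass were lower together, with a median log2 change of -0.482 over 2022 tested unigenes. A fall of all weakly expressed unigenes is argued against, since their median lay below that of other unigenes of the same FPKM (difference -0.494, 95% bootstrap interval -0.52 to -0.45). The same regulation as in other unigenes is argued against too, since 165 grass-matched unigenes that share a Swiss-Prot accession with another unigene called higher had a median of -0.431 (95% bootstrap interval -0.49 to -0.35). RNA from a grass, at a smaller share of the chilling libraries and without changes of its own, would give all these unigenes about the same change. For a mean FPKM of at least 5 (255 unigenes) their log2 ratios spread 0.991 times as widely as those of other unigenes (0.81 to 1.28). This argues against such RNA as the only source of these 255. A mix of sources, or grass RNA with changes of its own, could spread as widely and is not excluded. For an FPKM of 1 to 5 the log2 ratios spread 0.542 times as widely (0.49 to 0.61). Grass RNA cannot be told apart there from a response of the plant without the sequences.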

How the results depend on the processing

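The settings with an FPKM of at least 1 in every library and with a 2-fold change but no test were chosen after the data had been seen. No gene list called by camera and no named unigene turned its direction in any setting. By fry, 4 lists that camera did not call passed in the direction opposite to camera: CONSTANS-like and cyclic dof factors (lower, adjusted p = 0.00122), the MEP pathway (lower, 0.0165), cellulose synthases and pectin enzymes (higher, 0.00931) and ERF factors (higher, 0.0401). Camera gives a direction relative to other unigenes and fry that of the members themselves, so the 2 tests answer different questions. Over all settings, list results kept their side of the threshold in 1164 cases, lost it in 67, gained it in 37 and turned in 4, and results of the 63 tested named unigenes in 864, 36 and 3. Counts of called unigenes stayed within 1.5 times the values in the text except at a mean FPKM of at least 5 (2035 higher, 2193 lower), at an FPKM of at least 1 in every library (2558 higher, 2986 lower) and without a library. Both of these filters test fewer unigenes. Without control replicate 1 there were 1575 higher and 1655 lower, without control replicate 2 1564 and 1686, without chilling replicate 1 1242 and 1591, and without chilling replicate 2 1248 and 1586, where the lone library is assumed to vary like the other group. CBF-pathway unigenes were 1 higher and 3 lower at a mean FPKM of at least 5, 3 higher at an FPKM of at least 1 in every library, and 3 to 4 higher and 1 to 2 lower without a library. COR orthologs called higher were 1 with no filter, 0 at a mean FPKM of at least 5 (where both are untested), 1 without the trend, 0 at 2-fold on the log2(FPKM + 1) scale and 0 without any single library, and COR orthologs called lower were 0 to 1 without a library.

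Ribosome and antenna proteins passed in every setting (adjusted p of 4.1e-23 to 0.0468 and of 4.9e-08 to 0.0068). Hormone signal transduction (0.002 to 1 over all settings) had adjusted p = 0.058 with no filter, 0.12 at a mean FPKM of at least 5, 0.0726 without the trend, 0.075 at an adjusted p of 0.05, 0.617 against all tested unigenes and 0.446 to 1 without a library. Starch and sucrose metabolism (2.3e-04 to 0.979) had adjusted p = 0.0545 with no filter, 0.0989 at 2-fold on the log2 scale, 0.186 in the authors' lists, 0.979 against all tested unigenes and 0.364 to 0.492 without a library. Phenylpropanoid biosynthesis (0.0038 to 1) had adjusted p = 0.12 at a mean FPKM of at least 5, 0.233 against all tested unigenes and 0.231 to 1 without a library. Porphyrin metabolism (7.6e-05 to 0.44) had adjusted p = 0.0911 as TPM, 0.0989 at an adjusted p of 0.05, 0.44 against all tested unigenes and 0.312 with each orthology group counted once. Stilbenoid biosynthesis (0.0032 to 0.481) had adjusted p = 0.0508 at a mean FPKM of at least 5, 0.0905 in the authors' lists, 0.0886 against all tested unigenes and 0.144 to 0.481 without a library. Carotenoid biosynthesis (0.0199 to 0.641) passed as TPM (0.0199), and other glycan degradation (0.032 to 0.627) with no filter (0.032) and without control replicate 2 (0.0468 to 0.286 without a library). The causes were not tested. Lists past the threshold were 0 higher and 0 lower by camera with an estimated correlation, where 18 had an unadjusted p under 0.05. Power is low there, since the correlation is estimated from 2 residual degrees of freedom. By fry 26 lists were higher and 42 lower, but fry asks only whether members changed at all, unlike camera.

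The replicate numbers are not stated to pair the samples, and the deviations of same-numbered libraries from their group means had a correlation of 0.0077. With the replicate block, 3576 unigenes were higher and 4102 lower, 7573 of them also called without the block, starch and sucrose metabolism had adjusted p = 0.055 for enrichment, and trehalose-6-phosphate enzymes and the phenylpropanoid pathway had adjusted p = 0.053 and 0.056 by camera. At an FPKM of at least 5, 17589 and 17597 unigenes were expressed in the control libraries (16961 in both) and 17374 and 17345 in the chilling libraries (16885 in both). Replicate correlations were 0.99989 and 0.99983 by Pearson's r on FPKM and 0.96159 and 0.97182 by Spearman's rho. With 2 libraries per treatment and a spread close to counting noise, p-values measure little of the variation between plants, and the depth limits unigenes of low FPKM most.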

Differences from the paper's values

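The setting with an FPKM of at least 1 in every library was chosen after the values had been seen. At the article's thresholds, 3917 unigenes were called higher by limma, where the paper's value, from edgeR on read numbers, is 2344. The alternatives within 1.5 times of the paper's value were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, no trend, 2-fold on the log2(FPKM + 1) scale, and leaving out control replicate 1 or 2. Rescaling to TPM or by a median ratio, the replicate block, an adjusted p of 0.05, leaving out grass and non-plant matches, and leaving out chilling replicate 1 or 2 were not. For lower unigenes the value was 4548 and the paper's is 2835. Here a pseudocount of 0.1, no filter, a mean FPKM of at least 5, TPM, the block, no trend and 2-fold on the log2 scale came within 1.5 times, and the median ratio, an adjusted p of 0.05, leaving out grass and non-plant matches and leaving out any of the 4 libraries did not. In all, 8465 unigenes were called and the paper's value is 5179. A pseudocount of 0.1, no filter, a mean FPKM of at least 5, the block, no trend and 2-fold on the log2 scale came within 1.5 times of it, and TPM, the median ratio, an adjusted p of 0.05, leaving out grass and non-plant matches and leaving out any library did not. Requiring an FPKM of at least 1 in every library, chosen after seeing the values, gave 2558 and 2986 and leaves 62 of the paper's calls uncalled. The correlation of log2(FPKM + 1) was 0.98451 between control and 0.98931 between chilling libraries, where the paper's value is above 0.99 for both. Pearson's r on FPKM was above that value (0.99989 and 0.99983), Spearman's rho was not (0.96159 and 0.97182), and over unigenes with a mean FPKM of at least 1 the log2 values gave 0.98719 and 0.99095.

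Some statements of the article differ from the values here. The article counts expressed unigenes at a stated FPKM minimum of 1, and its numbers are reached at any FPKM above 0. It gives 39 orthologs of the CBF pathway in the text, and Table 6 lists 33. It reports no induced COR ortholog, while Ob_11797 and Ob_29616 were called higher here (adjusted p = 0.0023 and 0.0044 from limma). They were not called with a 2-fold change on the log2(FPKM + 1) scale or without any single library, and a mean FPKM of at least 5 leaves both untested. Without a library their log2 changes were 0.85 to 1.04 and 0.79 to 1.14, against 0.94 and 0.96 from all. Ob_29616 was also not called with no filter or without the trend. By a fold change over 2 the article calls both ICE1 orthologs slightly lower, and Ob_28165 was not called with the test (adjusted p = 0.017), except at an adjusted p of 0.05 and at an FPKM of at least 1 in every library. It names PBP1 as the most induced gene. By log2(FPKM + 1), Ob_34724, which is listed at 0 in the control, had a larger change (7.33) than PBP1 (7.18), and with an FPKM of at least 1 in every library PBP1 had the largest. The article lists DNA replication, Carotenoid biosynthesis and Other glycan degradation as enriched by a P-value not stated to be adjusted (0.00325, 0.00386 and 0.00891). Its methods give a threshold of 0.001. When higher and lower unigenes were tested as 1 set, these pathways did not pass here after adjustment. The hypergeometric test gave adjusted p = 0.17, 0.15 and 0.15 (unadjusted p = 0.01, 0.0061 and 0.0064, and 0.0043, 0.0063 and 0.0091 on the authors' lists). With all 4 libraries, the exceptions were carotenoids as TPM (adjusted p = 0.0199) and glycan degradation with no filter (adjusted p = 0.032). Without any single library, the fold of glycan degradation over the background was 2.90 to 3.64, against 2.35 from all. Tested by direction, however, DNA replication passed among lower unigenes and Other glycan degradation among higher unigenes.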

Other observations

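The tests on replicate spread and on the hour of collection were chosen after the results were seen. Clock genes were among the largest changes, which the article does not discuss as a group. Of 17 clock genes with a morning peak in *Arabidopsis* 9 fell and 2 rose. LHY (Ob_36772), a core repressor of the clock, stood at 17.9 ± 3.78 (SD, n = 2) in the control and is listed at 0 in both chilling libraries, RVE8 (Ob_23833) fell from 76.2 ± 1.04 to 5.91 ± 0.0778, and RVE1 rose in Ob_30869 from 3.12 ± 0.516 to 118 ± 3.08 and fell in Ob_30053 from 73.5 ± 2.43 to 4.59 ± 0.58. Of 37 clock genes with an evening peak 14 rose and 6 fell. ELF4 (Ob_14954) rose from 0.265 ± 0.00707 to 40.95 ± 2.43 and LUX (Ob_29772) from 2.94 ± 0.0354 to 46.9 ± 0.134, while APRR5 (Ob_34659) fell from 99.8 ± 0.191 to 11.8 ± 0.0424 and GIGANTEA (GI, Ob_36619) was at 84.1 ± 1.0 and 118 ± 1.21. Of 34 CONSTANS-like and cyclic dof factors, regulators of the response to day length, 12 rose and 13 fell: COL5 (Ob_26837) fell from 146 ± 3.72 to 3.29 ± 0.354, and COL9 (Ob_35177) rose from 4.2 ± 0.184 to 73.2 ± 3.97. Counts were the same when adjusted over each of these lists alone. By camera the morning list was lower (adjusted p = 0.01, adjusted p = 0.24 with an estimated correlation, and adjusted p = 0.0629 at an FPKM of at least 1 in every library, which drops LHY and RVE7 (Ob_33550) because they fell and so cannot test the fall), and the evening list (adjusted p = 0.064) and CONSTANS-like factors (adjusted p = 0.94) did not pass.

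Of 23 fatty acid desaturases, enzymes of membrane lipids, 6 fell and 1 rose. The omega-3 desaturases FAD3 (Ob_19715) and FAD7 (Ob_30610), which make trienoic fatty acids, fell from 133 ± 1.82 to 27.1 ± 0.919 and from 174 ± 5.0 to 40.1 ± 0.587 (SD, n = 2). Of 87 genes of autophagy and ubiquitin conjugation 13 rose and 4 fell, with UBQ11 (Ob_26254) at 1439 ± 11.2 and 3186 ± 66.2 and ATG11 (Ob_34838) at 7.93 ± 0.148 and 27.1 ± 0.728. Counts were the same when adjusted over each list alone. Desaturases were lower and the autophagy list higher by camera (adjusted p = 0.012 and 1.0e-04, and adjusted p = 0.24 and 0.16 with an estimated correlation).

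The clock pattern was weighed against a difference in the hour of collection, with 1.67 as the larger of the median absolute log2 changes of both lists, in the morning list, and 1.12 in the evening list. Such changes would be seen if control and chilled leaves were collected at different hours, and also if cold itself altered the clock. The article states that replicates were harvested at the same time and that control plants were kept in the same conditions at normal temperature, but not that both treatments were collected at the same hour. In its quantitative RT-PCR on another harvest it reports RVE1 (Ob_32844) and LIR1 (Ob_13772) induced and CDF3 (Ob_24578) and COL5 (Ob_26837) repressed over time points that include full days after the start, which bears on cold itself acting on these 4 unigenes and not on the hour of the RNA-seq leaves. That hour is given neither in the labels nor in the article, and each treatment has 1 time point, so these cannot be told apart.

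From an FPKM of 10 upward, replicate libraries differed by little more than counting noise, as fitted to the same pairs. That fit may take in other variation that falls with level. The larger coefficient of variation left after it was 0% (95% bootstrap interval up to 0.51% in the control and 0.43% after chilling). A candidate explanation is 1 pool of RNA or 1 library behind each pair. Others are plants that were grown evenly and harvested at the same time, as the article states of the replicates, or samples of many leaves each. A spread between single samples cannot decide between these, and no biological explanation was tested. If each pair were 1 sample, no test would be possible, and 5040 unigenes would be 2-fold higher and 6053 2-fold lower.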
